# A Cell Proliferation and Inflammatory Signature Is Induced by Lawsonia intracellularis Infection in Swine

**DOI:** 10.1128/mBio.01605-18

**Published:** 2019-01-29

**Authors:** Fernando L. Leite, Juan E. Abrahante, Erika Vasquez, Fabio Vannucci, Connie J. Gebhart, Nathan Winkelman, Adam Mueller, Jerry Torrison, Zachary Rambo, Richard E. Isaacson

**Keywords:** *Lawsonia intracellularis*, cell proliferation, host response, intestinal inflammation, transcriptome

## Abstract

Lawsonia intracellularis causes porcine proliferative enteropathy. This is an enteric disease characterized by thickening of the wall of the ileum that leads to decreased growth of animals and diarrhea. In this study, we investigated the host response to L. intracellularis infection by performing transcriptomic and pathway analysis of intestinal tissue samples from groups of infected and noninfected animals at 14, 21, and 28 days postchallenge. At the peak of infection, when animals developed the most severe lesions, infected animals had higher levels of several gene transcripts involved in cellular proliferation and inflammation, including matrix metalloproteinase-7 (*MMP7*), transglutaminase-2 (*TGM2*), and oncostatin M (*OSM*). Histomorphology also revealed general features of intestinal inflammation. This study identified important pathways associated with the host response in developing and resolving lesions due to L. intracellularis infection.

## Abstract (precis)

Lawsonia intracellularis is among the most important enteric pathogens of swine, and it can also infect other mammalian species. Much is still unknown regarding its pathogenesis and the host response, especially at the site of infection. In this study, we uncovered several novel genes and pathways associated with infection. Differentially expressed transcripts, in addition to histological changes in infected tissue, revealed striking similarities between L. intracellularis infection and cellular proliferation mechanisms described in some cancers and inflammatory diseases of the gastrointestinal tract. This research sheds important light into the pathogenesis of L. intracellularis and the host response associated with the lesions caused by infection.

## INTRODUCTION

Lawsonia intracellularis is a Gram-negative, obligate intracellular bacterium that infects enterocytes of swine, primarily in the ileum, and causes a disease called proliferative enteropathy (PE) (1). Infected enterocytes undergo hyperplasia, and macroscopic lesions are marked by thickening of the intestinal mucosa (1). PE is endemic in swine herds worldwide (1, 2), and L. intracellularis has also been shown to infect horses, hamsters, dogs, and nonhuman primates, among other species (3).

In swine, there are two major clinical forms of disease: proliferative hemorrhagic enteropathy (PHE) and porcine intestinal adenomatosis (PIA). PIA is a persistent but self-limiting disease that occurs in young pigs and can lead to diarrhea and reduced growth and is commonly a subclinical disease (1). PHE occurs in older finisher pigs, gilts, and sows, is characterized by hemorrhagic diarrhea, and often leads to death (1). PIA is the most common form of the disease (3) and was the focus of this study.

There is limited knowledge on the pathogenesis of L. intracellularis. This gap in knowledge is partly due to the fastidious nature of the organism, the difficulty growing pure cultures of the organism, and the lack of *in vitro* models that replicate proliferative lesions (3). Similarly, much is still unknown about the mucosal immune response to L. intracellularis. Elevated levels of tumor necrosis factor alpha (TNF-α) and transforming growth factor β (TGF-β) have been found in the infected intestinal mucosa (4, 5), along with an antigen-specific IgA response (6). Infiltration of inflammatory cells, particularly neutrophils, is not a primary feature of infection (1), although accumulation of macrophages has been found to coincide with increased lesion severity and antigen load in this disease (7, 8). Smith et al. (8) analyzed gene expression by microarray analysis at different time points after experimental infection. Interesting patterns were found regarding how L. intracellularis affects mucosal integrity, which confirmed the association of macrophage transcripts with lesions. However, limited information was generated regarding possible mechanisms and pathways responsible for the hallmark lesion of hyperplasia that occurs with disease.

The objective of this study was to investigate the porcine host response to L. intracellularis at the site of infection to gain a better understanding of the pathogenesis and immune response by correlating the presence and severity of lesions with the differential expression of host genes at several time points using RNA-seq and pathway analysis. Our results demonstrated that several gene transcripts associated with cell proliferation and inflammation are differentially expressed in infected animals, a pattern which is exacerbated with increased lesion severity, indicating their likely role in this disease.

## RESULTS

### Gross and microscopic pathology.

Animals developed different levels of lesions and were grouped in those that developed “low” or “high” lesions and level of infection. “Low” lesions were defined as those that had immunohistochemistry (IHC) and hematoxylin and eosin (H&E) microscopic lesion scores of one or zero with or without the presence of gross lesions in the group that received the challenge. “High” lesion animals were defined as those that had an IHC score of 2.5 and above, H&E score of 2 and above in addition to the presence of gross lesions. At 14 days postinfection (dpi), all infected animals had IHC and H&E stain scores of 1, indicating low-level infection with minor lesions, and no animals had gross lesions (Table 1). At 21 dpi, three of six animals (animals 297, 1381, and 97) had H&E stain scores of 3, indicating diffuse microscopic lesions, and the same three animals also had IHC scores of 3 and above, indicating high levels of L. intracellularis bacteria present in the tissue. The other infected animals necropsied at this time point (144, 173, and 192) had IHC and H&E stain scores of 1, indicating minor (low) lesions, and one of these animals had mild gross lesions. All three animals with H&E stain and IHC scores above 2 at 21 dpi had gross lesions, and one of these animals had severe gross lesions (Table 1). At 28 dpi, three animals (94, 197, and 194) had low lesions with either a negative score or a score of one for IHC and H&E stain. The other three animals necropsied at this time point (1386, 1385, and 189) had high lesions, as measured by IHC and H&E stain scores above 2, and moderate or mild gross lesions (Table 1). None of the noninfected animals had microscopic lesions observed by H&E stain or IHC. One animal in the noninfected group necropsied at 28 dpi had a gross lesion score of 1 with mild thickening in Peyer’s patches and hyperemic folds (data not shown).

**TABLE 1:** Measures of infection by *L. intracellularis* at different times postinfection^*a*^

Day postinfection	Animal	Score for indicated assay^*b*^			*C_T_* value	Serum antibody titer^*c*^
		IHC	H&E stain	GL		
14	139	1	1	0	20.02	Neg
	99	1	1	0	26.33	1:30
	148	1	1	0	29.44	Neg
	77	1	1	0	34.97	1:30
	188	1	1	0	26.89	1:30
	87	1	1	0	27.54	1:30

Avg		1.00	1.00	0.00	27.53	1:20

21	144	1	1	0	27.11	1:480
	173	1	1	0	25.51	1:240
	192	1	1	1	26.3	Neg
	297	3*	3*	1	27.08	1:240
	1381	4*	3*	3	17.33	1:240
	97	3*	3*	1	25.04	1:240

Avg		2.17	2.00	1.00	24.73	1:240

28	94	0	1	1	Neg	1:240
	197	0	0	1	Neg	Neg
	194	1	1	1	32.52	1:1,920
	1386	2.5*	3*	2	26.61	1:1,920
	1385	2.5*	2*	1	28.62	1:480
	189	4*	3*	2	23.61	1:960

Avg		1.67	1.67	1.33	27.84	1:920

a The measures of infection include immunohistochemistry, microscopic (H&E stain) and gross lesion scores, *C_T_* value from PCR, and serum antibody titer. Neg, negative result; *, high lesion.

b IHC, immunohistochemistry of *L. intracellularis* antigen in tissue; H&E, hematoxylin and eosin stain of microscopic lesions; GL, gross lesion score.

c Serum antibody titer was measured using the immunoperoxidase monolayer assay (IPMA).

### Shedding and serologic responses.

The results of fecal PCR and the immunoperoxidase monolayer assay (IMPA) serologic assay are shown in Table 1. Animals shed more L. intracellularis bacteria at 21 dpi, when cycle threshold (*C_T_*) values were the lowest among all three time points (*C_T_* value of 24.73 at 21 dpi versus 27.53 at 14 dpi and 27.84 at 28 dpi). At 28 dpi, two animals in the infected group did not shed detectable levels of L. intracellularis in feces. In the noninfected group, two animals shed L. intracellularis (both with a *C_T_* value of 33). Since these animals did not have microscopic lesions measured using H&E stain or IHC and did not have positive antibody responses, they were still included in the study. Antibodies against L. intracellularis were not detected in serum samples of any of the animals in the noninfected group. Five of the six animals in the infected group had detectable antibody titers at 21 and 28 dpi. Antibody titers ranged from an average of 1:20 at 14 dpi to 1:920 at 28 dpi (Table 1).

### Histomorphology.

Analysis of crypt and villus morphology revealed that infection affected the intestinal structure, and animals with high lesions responded differently than those with low lesions. Although not statistically significant, infected animals on average had larger crypts at 14 dpi, which peaked at 21 dpi in high-lesion animals compared to those in low-lesion and noninfected animals. At 28 dpi, high-lesion and noninfected animals had similar crypt depths (Fig. 1a). Villus height was also affected by infection. At 14 dpi, villus height was lower in infected animals (*P < *0.05) (Fig. 1b). At 21 dpi, animals in the high-lesion group had the shortest villus height, which was significantly shorter than that in the noninfected group (*P < *0.05) (Fig. 1b). While crypt depth was similar at 28 dpi, villus height was not, and high-lesion animals had significantly lower villus height than other infected and noninfected animals (*P < *0.05) (Fig. 1b).

**FIG 1:**
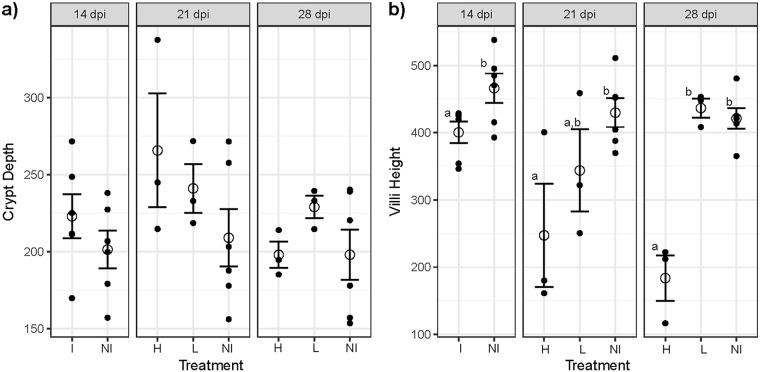
Histomorphology of ileum tissue. (a) Crypt depth. (b) Villus height. Reported are the mean values and standard errors for each treatment by day. Different letters indicate statistical significance (*P < *0.05). Error bars represent standard errors of the means, and open circles indicate the mean values. dpi, days postinfection; I, infected; NI, noninfected; H, high lesion; L, low lesion.

### DEGs between infected and noninfected animals.

To determine whether tissue lesions corresponded to differences in the abundance profile of gene transcripts expressed in the ileal samples, RNA-seq was employed to compare mRNA profiles between challenged and nonchallenged pigs and between pigs with high and low lesions due to L. intracellularis infection. 

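RNA from scrapings of the ileal surface of 35 pigs was sequenced, with 1 library per animal, as paired 50-base reads on an Illumina HiSeq instrument. According to the paper's methods, the authors trimmed the reads with trimmomatic and mapped them with TopHat and Bowtie to the pig genome build susScr3 with the Ensembl annotation of that build. The deposited values are whole-number counts for 30584 Ensembl transcripts, without normalization, and 10115 of these transcripts had 0 counts in every animal. The paper's text does not name the tool that counted the reads or say how reads shared between similar transcripts were treated. Animals are named here by their numbers. At 14 dpi there were 6 infected animals, with 3251763 to 11448922 total counts (median, 10081944.5), and 6 noninfected animals, with 8301274 to 13560590 (median, 9900421). At 21 dpi there were 2 high-lesion animals, 1381 with 9913406 counts and 97 with 20054505, and 3 low-lesion animals, 173, 144, and 192, with 5926544 to 20928540 (median, 6826014). The 6 noninfected animals of 21 dpi had 5563453 to 26162654 counts (median, 10520715). At 28 dpi there were 3 high-lesion animals, 1386, 189, and 1385, with 7273580 to 15735324 counts (median, 8977559), and 3 low-lesion animals, 94, 194, and 197, with 8297968 to 11954703 (median, 11186848). The 6 noninfected animals of 28 dpi had 6285241 to 12622770 counts (median, 8805875.5). The depth that the paper states is in reads per sample, which is not the same quantity as the counts on transcripts used here (median over the 35 libraries, 9650223). The titles of 4 libraries of 21 dpi end in I (97, 192, 145, and 147, with 20054505 to 26162654 counts) and those of the other 31 end in In (3251763 to 15735324 counts). What the ending stands for is not given in the sources used here.
Each comparison was fitted on its own animals with the quasi-likelihood test of edgeR, with library sizes normalized by the TMM method, the low-count filter of edgeR (filterByExpr), and Benjamini-Hochberg adjustment, and transcripts with an adjusted P under 0.05 were called DEGs. Abundances are given as CPM, the counts scaled by edgeR to a common total with the TMM-normalized library size, as means ± SD over animals. Transcripts of Tables 2 to 4 that did not pass the filter were fitted without it. Alternatives to these settings were set before the data were examined and are called preset alternatives. Where all libraries of a group had 0 counts, the fold difference is a lower bound against 3 counts over the whole group. Where a group had 1 to 3 counts, the ratio is given with its 95% counting interval. These bounds and intervals cover counting error only, since reads without molecular identifiers are not independent molecules. The tests were tried on simulated data with 200 transcripts changed by 2 or 4 on the log2 scale, at the spread of the real animals. All animals of a group were shifted alike, and each transcript was drawn independently. The quasi-likelihood test recovered 166 of the 200 (7 false calls) in the design of the 14-dpi comparison. In those of infected against noninfected animals at 21 and 28 dpi it recovered 174 (9 false) and 171 (7 false). In those of high- against low-lesion animals at 21 and 28 dpi it recovered 104 (0 false) and 113 (3 false). Smaller changes, and changes in 1 animal of a group, were not simulated, so these numbers do not give the recovery of such changes.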

When we compared samples from challenged and nonchallenged pigs, no altered transcript abundance profiles were observed at 14 days postchallenge. However, at 21 dpi, there were 22 differentially expressed genes (DEGs), while at 28 dpi, only a single DEG was identified.

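Of 11981 transcripts tested at 14 dpi, the quasi-likelihood test called 0 DEGs between the 6 infected and the 6 noninfected animals, and the smallest adjusted P was 0.999. An unadjusted P under 0.05 was reached by 174 transcripts, where 599 would be reached by chance. The edgeR exact test and DESeq2 also called 0. None of the preset alternatives moved this count from 0, with each animal left out in turn included. Bonferroni adjustment and a required 2-fold change, which are among them, are stricter cuts on the same fit and could not raise the count. The setting that moved it most was an exact test with an older dispersion estimate, chosen after the data were seen, which called 2.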

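At 21 dpi, the quasi-likelihood test called 0 DEGs among 11223 transcripts between the 5 infected and the 6 noninfected animals (smallest adjusted P, 0.998), with 265 transcripts at an unadjusted P under 0.05 and 561 to be reached by chance. The edgeR exact test called 1 (increased) and DESeq2 called 3 (increased), which were AMCF-II, DUOXA2, and ENSSSCT00000015915.1. Of the 22 transcripts of Table 2, all had an unadjusted P under 0.05 and the direction of the table when fitted without the low-count filter, but their adjusted P was 0.82 over all transcripts. All 22 passed a threshold of 0.05 when adjusted over the list alone, which is not independent evidence, since the study chose the list on these animals. The animals of 21 dpi fall into library sets by title ending. Within the 7 libraries ending in In, the mean CPM differed in the direction of the table for 22 of the 22 transcripts, and within the 4 ending in I for 20 of the 22, all but SAA1 and ENSSSCT00000029653.1. At 28 dpi, 0 of 11295 transcripts were called by the quasi-likelihood test (smallest adjusted P, 1), with 411 at an unadjusted P under 0.05 and 565 to be reached by chance. The edgeR exact test and DESeq2 each called 1. Whether infection had different effects on different days was tested as an interaction, and 0 of 12548 transcripts were called between 21 and 14 dpi (266 at an unadjusted P under 0.05) and 0 of 12064 between 28 and 21 dpi (174 at an unadjusted P under 0.05). DESeq2 called 0 in both.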

Among the 22 DEGs at 21 dpi, two were involved in nucleotide metabolism, xanthine dehydrogenase (*XDH*) and cytidine deaminase (*CDA*) (Table 2). 

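The XDH transcript (ENSSSCT00000009326.2) had 647 counts in the 5 infected animals of 21 dpi and 0 in the 6 noninfected animals, which is at least 206-fold higher. Its abundance was 9.38 ± 20.8 CPM (SD, n = 5) in infected animals, with 46.6 CPM in animal 1381 and at most 0.126 CPM in any other infected animal. Animal 1381 thus held 99.3% of the infected group's summed CPM. For CDA (ENSSSCT00000026673.2), the abundance was 19.4 ± 19.3 CPM (SD, n = 5) against 2.63 ± 1.51 (SD, n = 6), a log2 fold change of 2.85 (standard error, 0.71). Its adjusted P was 0.998 from edgeR's quasi-likelihood test, and 4 of 5 infected animals lay above all noninfected animals of 21 dpi. Without animal 1381, the log2 fold change of CDA was 2.04.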

The gene encoding gamma-aminobutyric acid receptor subunit pi (*GABRP*) was also among the genes with the greatest transcript abundance. 

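GABRP (ENSSSCT00000026800.1) had 221 counts in infected animals of 21 dpi and 0 in noninfected animals, at least 70.5-fold higher. Animal 1381 had 15.3 CPM, animal 97 had 0.552 CPM, and the 3 low-lesion animals had 0 counts. The mean abundance of GABRP in infected animals was 3.17 ± 6.78 CPM (SD, n = 5). The highest mean among the increased transcripts of Table 2 was that of ENSSSCT00000014604.2, 104 ± 226 CPM (SD, n = 5) against 0.511 ± 0.349 CPM (SD, n = 6) in noninfected animals. Its log2 fold change was 7.71 (standard error, 1.83; adjusted P = 0.998 from edgeR's quasi-likelihood test), with 4 of 5 infected animals above all noninfected animals, and 2.73 without animal 1381. It was the transcript called by the edgeR exact test, with an adjusted P of 0.0311. DESeq2 gave it no adjusted P. Under the other preset alternatives with Benjamini-Hochberg adjustment, animals left out apart, its adjusted P ran from 0.82 to 0.998.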

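MMP7 (ENSSSCT00000016344.2) had 328 counts in the 5 infected animals of 21 dpi and 0 in the 6 noninfected animals, at least 105-fold higher. These counts were in the 2 high-lesion animals, with 22.5 CPM in animal 1381 and 0.993 CPM in animal 97. MMP13 (ENSSSCT00000016351.2) had 26.1 ± 47.5 CPM (SD, n = 5) in infected and 1.71 ± 1.03 CPM (SD, n = 6) in noninfected animals, with a log2 fold change of 3.94 (standard error, 1.13; adjusted P = 0.998 from edgeR's quasi-likelihood test) and 3 of 5 infected animals above all noninfected animals. Animal 1381 held 84.7% of the summed CPM of MMP13 in infected animals, and without it the log2 fold change was 1.53.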

Two matrix metalloproteinase (MMPs) gene transcripts were more abundant; these were *MMP7* and *MMP13*.

**TABLE 2:** Differentially abundant gene transcripts identified at 21 days postinfection comparing infected to noninfected pigs

Ensembl ID	Gene symbol	Fold change	Corrected *P* value
ENSSSCT00000009326.2	*XDH*	816.98	0.009
ENSSSCT00000016344.2	*MMP7*	409.6	0.014
ENSSSCT00000026800.1	*GABRP*	277.33	0.024
ENSSSCT00000014604.2		198.35	3.66E−04
ENSSSCT00000005396.2	*SERPINB2*	128.98	0.009
ENSSSCT00000014601.3	*SAA1*	92.3	0.024
ENSSSCT00000004241.1	*TACSTD2*	58.54	0.016
ENSSSCT00000010382.2		28.02	0.009
ENSSSCT00000029653.1		25.13	0.034
ENSSSCT00000009811.2	*AMCF-II*	23.57	0.009
ENSSSCT00000000312.2		23.06	0.009
ENSSSCT00000010954.2	*OSM*	19.87	0.015
ENSSSCT00000011519.2	*SFRP5*	18.66	0.026
ENSSSCT00000007675.2	*IDO1*	17.62	0.016
ENSSSCT00000000001.2		15.66	0.024
ENSSSCT00000016351.2	*MMP13*	15.04	0.021
ENSSSCT00000005162.1	*DUOXA2*	13.56	0.009
ENSSSCT00000031001.2	*TGM2*	11.72	0.035
ENSSSCT00000005163.2	*DUOXA1*	10.24	0.014
ENSSSCT00000026673.2	*CDA*	7.3	0.013
ENSSSCT00000015915.1		4.21	0.009
ENSSSCT00000010573.2	*ADAMDEC1*	−4.61	0.014

Several of the other DEGs are known to have roles in inflammatory responses, including genes encoding serum amyloid 1 (*SAA1*), whose inducible expression is a hallmark of the acute-phase response (9), oncostatin M (*OSM*), a cytokine involved in diseases with chronic inflammation (10), secreted frizzled-related protein 5 (*SFRP5*), an anti-inflammatory adipokine (11), and transglutaminase-2 (*TGM2*), a functionally complex protein that is induced by inflammatory mediators (12).

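SAA1 (ENSSSCT00000014601.3) was at 12.3 ± 27.3 CPM (SD, n = 5) in infected and 0.122 ± 0.0773 CPM (SD, n = 6) in noninfected animals, a log2 fold change of 6.61 (standard error, 1.88). Only animal 1381 lay above the noninfected animals, with 61.0 CPM against at most 0.174 CPM in the other 4 infected animals, and without it the log2 fold change was -0.35. OSM (ENSSSCT00000010954.2) had a log2 fold change of 4.38 (standard error, 1.11), with 36.8 CPM in animal 1381 and 1.92 CPM in the next animal, and 4 of 5 infected animals lay above all noninfected animals. For SFRP5 (ENSSSCT00000011519.2), the log2 fold change was 4.25 (standard error, 1.13), and animal 1381 had 24.8 CPM against 0.697 CPM in the next infected animal. A noninfected animal of 14 dpi, 90, had 26.4 CPM of SFRP5. TGM2 (ENSSSCT00000031001.2) had 22.1 ± 43.3 CPM (SD, n = 5) against 1.87 ± 0.734 (SD, n = 6), a log2 fold change of 3.60 (standard error, 1.07), with 2 of 5 infected animals above all noninfected animals of 21 dpi. Without animal 1381, the log2 fold changes were 1.30 for OSM, 1.09 for SFRP5, and 0.52 for TGM2. The adjusted P was 0.82 for SAA1, OSM, and SFRP5, fitted without the low-count filter, and 0.998 for TGM2, all from edgeR's quasi-likelihood test.

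**Figure D1:**
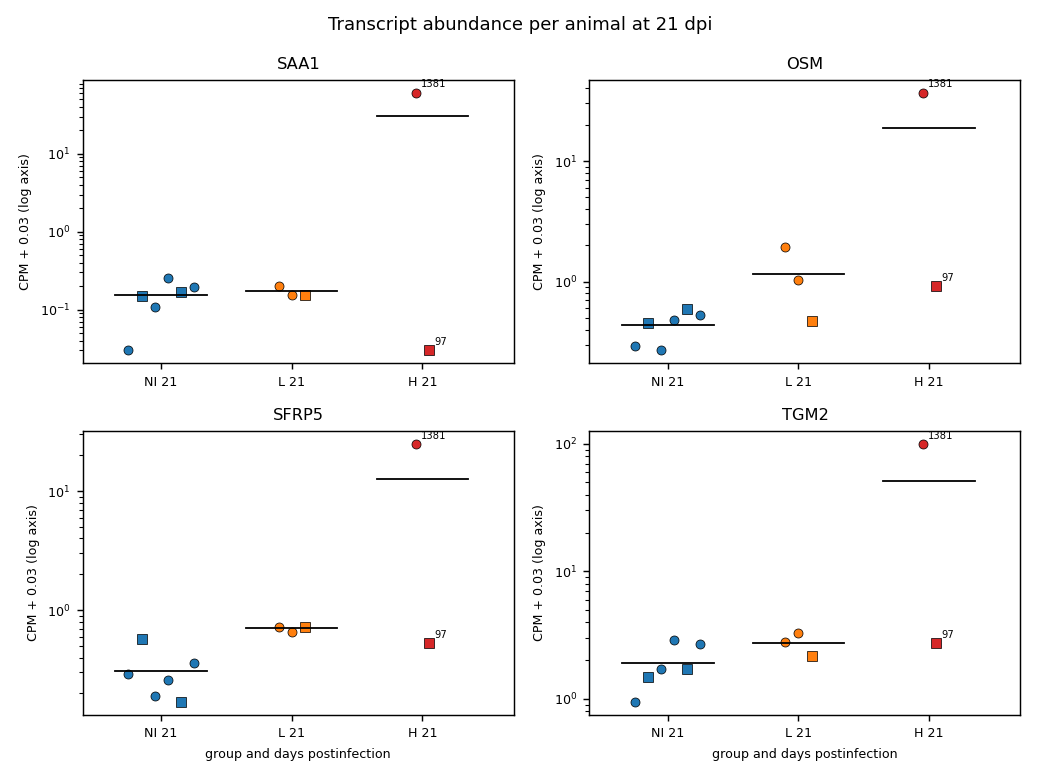
Abundance of SAA1, OSM, SFRP5, and TGM2 in each animal of 21 dpi, in CPM on a log axis after adding a small constant so that 0 can be drawn. Circles are libraries whose title ends in In, squares are those ending in I, lines are group means, and the high-lesion animals carry their numbers; animal 1381 is the highest in each panel, with 99.5 CPM of TGM2.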

Genes described as being expressed by antigen-presenting cells, including macrophages and dendritic cells, were also differentially expressed. These included *SERPINB2*, *IDO1*, *ADAMDEC1*, and *AMCF-II* (encoding alveolar macrophage-derived chemotactic factor II). 

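SERPINB2 (ENSSSCT00000005396.2) had 19.1 ± 34.2 CPM (SD, n = 5) in infected and 0.133 ± 0.133 CPM (SD, n = 6) in noninfected animals of 21 dpi. The log2 fold change was 6.98 (standard error, 1.71; adjusted P = 0.82 from edgeR's quasi-likelihood test without the low-count filter), and the 2 infected animals above all noninfected animals were the high-lesion animals 1381 (79.0 CPM) and 97 (16.1 CPM). IDO1 (ENSSSCT00000007675.2) had a log2 fold change of 4.12 (standard error, 1.18; adjusted P = 0.998 from edgeR's quasi-likelihood test), with 144 CPM in animal 1381 and 12.9 CPM in the next infected animal. AMCF-II (ENSSSCT00000009811.2) had a log2 fold change of 4.62 (standard error, 1.24; adjusted P = 0.998 from the same test), with 3 of 5 infected animals above all noninfected animals and 348 CPM in animal 1381. ADAMDEC1 (ENSSSCT00000010573.2) was lower in infected animals, at 29.9 ± 8.76 CPM (SD, n = 5) against 139 ± 122 (SD, n = 6), with a log2 fold change of -2.27 (standard error, 0.56; adjusted P = 0.998 from the same test) and 5 of 6 noninfected animals above all infected animals. Without animal 1381, the log2 fold changes were 4.75 for SERPINB2, 1.42 for IDO1, 2.25 for AMCF-II, and -2.35 for ADAMDEC1. AMCF-II was called by DESeq2, with an adjusted P of 0.0325. Under the other preset alternatives with Benjamini-Hochberg adjustment, animals left out apart, its adjusted P ran from 0.114 to 0.998.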

Other gene transcripts with greater abundance at 21 days postinfection included the tumor-associated calcium signal transducer gene (*TACSTD2*) and the gene transcripts that code for dual oxidase maturation factor 1 and 2 (*DUOXA2* and *DUOXA1*).

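DUOXA2 (ENSSSCT00000005162.1) had 39.2 ± 37.5 CPM (SD, n = 5) in infected and 2.91 ± 1.83 CPM (SD, n = 6) in noninfected animals of 21 dpi, a log2 fold change of 3.75 (standard error, 0.93). DUOXA1 (ENSSSCT00000005163.2) had 23.3 ± 18.8 CPM (SD, n = 5) and 2.30 ± 1.98 CPM (SD, n = 6), a log2 fold change of 3.32 (standard error, 0.88), and the highest animal was the low-lesion animal 144, with 45.0 CPM. For both, 4 of 5 infected animals lay above all noninfected animals, and the adjusted P was 0.998 from edgeR's quasi-likelihood test. Without animal 1381, the log2 fold changes were 3.19 for DUOXA2 and 3.00 for DUOXA1. DUOXA2 was called by DESeq2, with an adjusted P of 0.0325. Under the other preset alternatives with Benjamini-Hochberg adjustment, animals left out apart, its adjusted P ran from 0.114 to 0.998.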

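The transcript that the edgeR exact test and DESeq2 called at 28 dpi was the same one, ENSSSCT00000011248.2, which is named here because of that call, after its values were seen. The sources used here pair no gene symbol with it, so its gene was not determined. Its abundance was 16.0 ± 7.91 CPM (SD, n = 6) in infected and 4.23 ± 1.27 CPM (SD, n = 6) in noninfected animals, a log2 fold change of 1.94 (standard error, 0.36), or 3.84-fold. All 6 infected animals lay above all 6 noninfected animals. The adjusted P was 1 from edgeR's quasi-likelihood test, 0.00862 from its exact test, and 0.00112 from DESeq2. With each animal left out in turn, its call by the exact test was lost in 7 of 12 fits.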

The single gene transcript differentially expressed at 28 dpi encoded UNC-5 netrin receptor B (*UNC5B*). Its expression level was 3.77-fold higher in infected animals (*P* < 0.05) than in noninfected animals.

### DEGs between animals with high and low lesions.

Because pigs within the challenged group at 21 dpi were classified by severity of infection (low versus high lesions), we wanted to know if host gene transcript expression was different between these two groups. Therefore, animals with high lesions were compared to those with low or minimal lesions. With this comparison, there were many more differentially expressed genes (*n* = 494) observed than when comparing all infected animals together to noninfected animals (*n* = 22). 

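Between the 2 high- and the 3 low-lesion animals of 21 dpi, the quasi-likelihood test called 0 DEGs among 11747 transcripts (smallest adjusted P, 0.171). An unadjusted P under 0.05 was reached by 2306 transcripts, where 587 would be reached by chance. Other splits of these animals into 2 and 3 were not run, so the excess was not set against other groupings. In 100 splits of the infected and noninfected animals of 21 dpi, up to 1999 transcripts reached such a P (median, 459.5). The excess over 587 is therefore not shown to lie beyond chance. The edgeR exact test called 670 (531 increased and 139 decreased), and DESeq2 called 954 (603 increased and 351 decreased), which was the alternative farthest from the count of 0 apart from leaving out animals. The quasi-likelihood test called 381 (331 increased and 50 decreased) without the low-count filter, and 527 (449 increased and 78 decreased) with all 35 libraries in the fit. Animal 97 decided the count. Without it, and so with animal 1381 alone against the 3 low-lesion animals, the quasi-likelihood test called 2852, and without 1381 it called 1. The edgeR exact test called 3604 without 97, 68 without 1381, 34 without 173, 194 without 144, and 264 without 192. In the fits without 97 or 1381, the lone animal is assumed to vary like the other group. The high-lesion animals carry different title endings (In for 1381 and I for 97), and a term for the ending gave 0 calls. The paper goes on to focus on 21 dpi, reasoning that the peak of infection occurred then, as measured by fecal shedding and lesions.

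**Figure D2:**
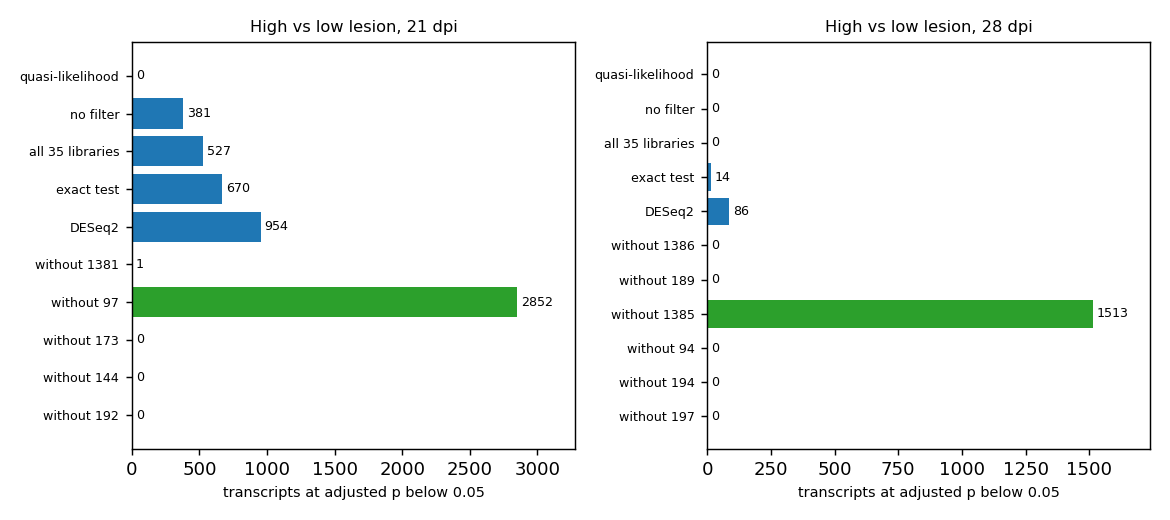
Number of DEGs between high- and low-lesion animals at 21 and 28 dpi, by test and with each animal left out in turn. The count with all animals is 0 by the quasi-likelihood test on both days; it is 2852 without animal 97 at 21 dpi and 1513 without animal 1385 at 28 dpi.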

At 28 dpi, the comparison between high- and low-lesion animals was different than that at 21 dpi, because two of the three low-lesion animals had either a negative H&E stain score or a negative IHC score and did not shed L. intracellularis at this time point, suggesting they had cleared infection or had a minimal level of infection. At 28 dpi, there were 23 DEGs when comparing animals with high lesions to those with low or no lesions. 

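At 28 dpi, the quasi-likelihood test called 0 of 11608 transcripts between the 3 high- and the 3 low-lesion animals (smallest adjusted P, 0.664), with 873 at an unadjusted P under 0.05 and 580 to be reached by chance. Of 10 splits of these animals into 3 and 3, 4 gave at least 873 such transcripts (at most 1687). The excess over 580 therefore cannot be told apart from chance. The edgeR exact test called 14 (9 increased and 5 decreased), and DESeq2 called 86 (68 increased and 18 decreased). Without the high-lesion animal 1385, the quasi-likelihood test called 1513 and the exact test 2460. Without any 1 of the other 5 animals, the quasi-likelihood test called 0 and the exact test 0 to 4. Of the 23 transcripts of Table 4, all had an unadjusted P under 0.05 and the direction of the table without the low-count filter, and all passed the threshold adjusted over the list alone, which is not independent evidence, since the study chose the list on these animals; over all transcripts their adjusted P was 0.641. With the filter, 11 of the 23 were tested and 0 called by the quasi-likelihood test, 4 by the edgeR exact test, and 11 by DESeq2. Without animal 1385, 22 of the 23 passed the threshold in the quasi-likelihood test, all but CA1 (adjusted P = 0.107).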

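Since the quasi-likelihood test called 0 DEGs in each of the 3 comparisons, their overlaps were also 0. Under the edgeR exact test, with lists of 1, 670, and 14 transcripts, 1 transcript was in all 3 lists, ENSSSCT00000014604.2, and 4 were in both lesion comparisons. Under DESeq2, with lists of 3, 954, and 86, no transcript was in all 3 lists and 21 were in both lesion comparisons. DESeq2 gave ENSSSCT00000014604.2 no adjusted P in infected against noninfected animals of 21 dpi, so it could not be in that list. The 21-dpi comparisons share the infected animals, so overlap was also counted in 20 simulations with no change between groups. The exact test then called a median of 3, 32, and 17 transcripts, and 0 were shared by all 3 lists in any simulation. Each transcript was drawn independently there, so transcripts that vary together are not covered. For infected against noninfected animals of 21 dpi, splits of the real animals gave up to 147 calls, and the simulations up to 7. For high- against low-lesion animals of 28 dpi these were 246 and 29. The simulations therefore do not show that the real overlap exceeds chance.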

Figure 2 shows a Venn diagram comparing the numbers of DEGs between groups of high- and low-lesion animals and infected and noninfected animals at different time points.

**FIG 2:**
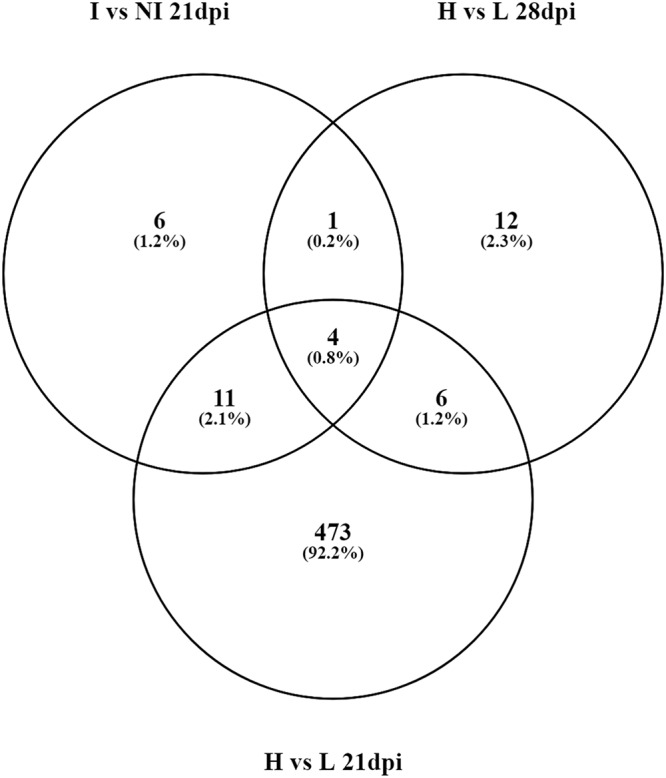
Venn diagram of differentially abundant gene transcripts compared between infected and noninfected animals at 21 dpi (I versus NI 21 dpi), high- and low-lesion animals at 21 dpi (H versus L 21 dpi), and high- and low-lesion animals at 28 dpi (H versus L 28 dpi).

We focused on the time point of 21 dpi because this is the time point when the peak of infection occurred, as measured by fecal shedding, the number of animals with lesions, and lesion severity. The 10 most increased and the 10 most decreased gene transcripts identified when comparing animals with high lesions to those with low lesions at 21 dpi are shown in Table 3. 

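Of the 20 transcripts of Table 3, all differed in the direction of the table and had an unadjusted P under 0.05 when fitted without the low-count filter, and 13 of them were called by the quasi-likelihood test in that fit. With the filter, 11 of the 20 were tested and 0 called by the quasi-likelihood test, 8 by the edgeR exact test, and 8 by DESeq2, while all 11 passed the threshold adjusted over the list alone. As the study chose this list on these animals, the last count is not independent evidence. Within the libraries ending in In, 20 of 20 transcripts differed in the direction of the table between animal 1381 and animals 173 and 144, and within those ending in I 19 of 20 did between animals 97 and 192. Without animal 97, 15 of the 20 passed the threshold, and without 1381 none did.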

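In high- against low-lesion animals of 21 dpi, MMP7 had 328 counts against 0, at least 101-fold higher, and GABRP had 221 against 0, at least 68.1-fold higher. Fitted without the low-count filter, their adjusted P was 0.0234 and 0.0307 from edgeR's quasi-likelihood test, and both high-lesion animals lay above all low-lesion animals. With single animals left out, their calls were lost without 1381 (adjusted P = 0.347 for MMP7 and 0.436 for GABRP) and without the low-lesion animal 192 (0.114 and 0.121). SERPINB2 passed the filter, with 1382 counts against 3, a ratio of 426 in abundance (95% counting interval, 145 to 2069). Its adjusted P was 0.171 from edgeR's quasi-likelihood test and 0.0035 without animal 97, and both high-lesion animals lay above all low-lesion animals. The adjusted P of SERPINB2 under the preset alternatives with Benjamini-Hochberg adjustment, animals left out apart, ran from 1.4e-10 to 0.182.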

Similar to the case for DEGs identified comparing challenged to nonchallenged animals at 21 dpi, *MMP7*, *GABRP*, and *SERPINB2* were also among the most differentially expressed genes. Other increased gene transcripts included those encoding adhesion G protein-coupled receptor A2 (*ADGRA2*), bradykinin receptor B1 (*BDKRB1*), TNF-α-induced protein 6 (*TNFAIP6*), and integrin subunit alpha 8 (*ITGA8*). 

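ADGRA2 (ENSSSCT00000017233.2), BDKRB1 (ENSSSCT00000002779.1), and TNFAIP6 (ENSSSCT00000017853.2) had 0 counts in the low-lesion animals of 21 dpi and 63, 95, and 99 counts in the high-lesion animals. They were at least 19.4-fold, 29.3-fold, and 30.5-fold higher, with adjusted P values of 0.0587, 0.0596, and 0.0479 from edgeR's quasi-likelihood test without the low-count filter, and both high-lesion animals lay above all low-lesion animals. Animal 97 had 0.166 CPM of ADGRA2, 0.0552 CPM of BDKRB1, and 0.166 CPM of TNFAIP6, so 96.3% to 99.2% of the summed CPM came from animal 1381. ADGRA2 and BDKRB1 passed the threshold without animal 97 or 144. The call of TNFAIP6 was lost without 1381 (adjusted P = 0.641), 173 (0.0559), or 192 (0.151). ITGA8 (ENSSSCT00000012090.2) had 543 counts against 2, a ratio of 251 in abundance (95% counting interval, 69.2 to 2079; adjusted P = 0.0234 from the same test), with 38.5 CPM in animal 1381 and 0.662 CPM in animal 97. Its call was lost without 1381 (adjusted P = 0.519) and without 192 (0.116). ADGRA2 reached 8.03 CPM in animal 140 and ITGA8 8.81 CPM in animal 90, both noninfected animals of 14 dpi.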

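APOC3 (ENSSSCT00000016435.2) had 2.07 ± 2.62 CPM (SD, n = 2) in high- and 87.4 ± 77.3 CPM (SD, n = 3) in low-lesion animals of 21 dpi, a log2 fold change of -5.38 (standard error, 1.32). APOA4 (ENSSSCT00000016434.2) had 15.2 ± 11.8 CPM (SD, n = 2) and 944 ± 740 CPM (SD, n = 3), a log2 fold change of -5.96 (standard error, 1.32). The adjusted P was 0.171 for both from edgeR's quasi-likelihood test, and the 3 low-lesion animals lay above both high-lesion animals. Both passed the threshold in that test without the low-count filter (adjusted P = 0.0247 for APOC3 and 0.0234 for APOA4), in the edgeR exact test (0.00872 and 0.00215), and in DESeq2 (5.92e-05 and 1.23e-07). Without animal 97 both passed the threshold, with log2 fold changes of -8.57 for APOC3 and -7.11 for APOA4 (adjusted P = 0.0150 and 0.0322 from the same test). FGF19 (ENSSSCT00000014068.2) had 2 counts in high- and 145 in low-lesion animals, a ratio of 78.4 in abundance (95% counting interval, 21.3 to 653; adjusted P = 0.193 from the same test, 0.0626 from the edgeR exact test, and 0.0153 from DESeq2), and 2 of 3 low-lesion animals lay above both high-lesion animals. Noninfected animals on other days reached 342 CPM of APOC3 and 3317 CPM of APOA4 (animal 76) and 39.0 CPM of FGF19 (animal 86), all at 28 dpi.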

Among the most decreased gene transcripts in high- compared to low-lesion animals at 21 dpi were those of two genes that encode the apolipoproteins C-III (*APOC3*) and A-IV (*APOA4*) and the gene that encodes fibroblast growth factor 19 (*FGF19*). These code for proteins which are expressed in the small intestine and play important roles in lipid metabolism, among other functions (13–15).

**TABLE 3:** The 10 most increased and the 10 most decreased transcripts at 21 dpi comparing animals with high and low lesions^*a*^

Ensembl ID	Gene symbol	Fold change	Corrected *P* value
ENSSSCT00000016344.2	*MMP7*	1129.1	1.04E−05
ENSSSCT00000027635.1	*SERTAD4*	833.28	5.29E−05
ENSSSCT00000026800.1	*GABRP*	762.53	1.08E−04
ENSSSCT00000005396.2	*SERPINB2*	402.41	6.44E−14
ENSSSCT00000017853.2	*TNFAIP6*	342.92	4.13E−03
ENSSSCT00000002779.1	*BDKRB1*	330.73	1.12E−02
ENSSSCT00000000258.2		311.53	4.92E−03
ENSSSCT00000012090.2	*ITGA8*	244.63	9.47E−05
ENSSSCT00000005307.1	*GREM1*	230.45	2.62E−02
ENSSSCT00000017233.2	*ADGRA2*	217.36	1.00E−02
ENSSSCT00000028967.1		−16.92	0.017351
ENSSSCT00000010414.2		−17.93	0.000002
ENSSSCT00000012033.2	*AQP7*	−20.45	0.000621
ENSSSCT00000010411.2		−20.46	0.011745
ENSSSCT00000003670.2	*HELZ2*	−22.44	0.045878
ENSSSCT00000009346.2	*PLB1*	−23.42	0.006509
ENSSSCT00000016435.2	*APOC3*	−42.21	0.000568
ENSSSCT00000016434.2	*APOA4*	−62.85	4.63E−05
ENSSSCT00000014068.2	*FGF19*	−63.33	0.037558
ENSSSCT00000022909.1		−239.38	0.049848

a There were 417 increased transcripts and 77 decreased transcripts.

Among the 23 transcripts that were differentially abundant between high- and low-lesion animals at 28 dpi (Table 4), 4 were in common between infected and noninfected animals, as well as between high- and low-lesion animals at 21 dpi (Fig. 2). These were for the genes *XDH*, *MMP7*, and *TGM2* and a porcine gene with no known human or mouse homologue (ENSSSCT00000014604.2). 

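XDH had 212 counts in the 3 high-lesion animals of 28 dpi and 0 in the 3 low-lesion animals, at least 77.9-fold higher, with 16.1 CPM in animal 1386. At 21 dpi, 643 of its counts were in animal 1381 and 1 in the other high-lesion animal, 97. MMP7 had 424 counts against 1 at 28 dpi, a ratio of 468 in abundance (95% counting interval, 83.5 to 18510), with 39.1 CPM in animal 1386 and 0.688 CPM in the next. The adjusted P of both was 0.641 from edgeR's quasi-likelihood test without the low-count filter, and 2 of 3 high-lesion animals lay above all low-lesion animals. TGM2 had a log2 fold change of 4.36 (standard error, 1.25) and ENSSSCT00000014604.2 one of 7.67 (standard error, 1.69) at 28 dpi, each with an adjusted P of 0.664 from edgeR's quasi-likelihood test. From the edgeR exact test and DESeq2 it was 0.129 and 0.0107 for TGM2 and 0.0172 and 2.05e-06 for ENSSSCT00000014604.2. For TGM2, 2 of 3 high-lesion animals lay above all low-lesion animals, and for ENSSSCT00000014604.2, 3 of 3. In high- against low-lesion animals of 21 dpi, ENSSSCT00000014604.2 had a log2 fold change of 7.45 (standard error, 1.65; adjusted P = 0.171 from the same test), with 509 CPM in animal 1381 and 8.83 CPM in animal 97. Without animal 1385, the adjusted P values at 28 dpi were 0.00118 for XDH, 0.00523 for MMP7, and 0.0139 for TGM2 and ENSSSCT00000014604.2. Among noninfected animals, animal 90 of 14 dpi had 55.7 CPM of TGM2 and 31.3 CPM of ENSSSCT00000014604.2.

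**Figure D3:**
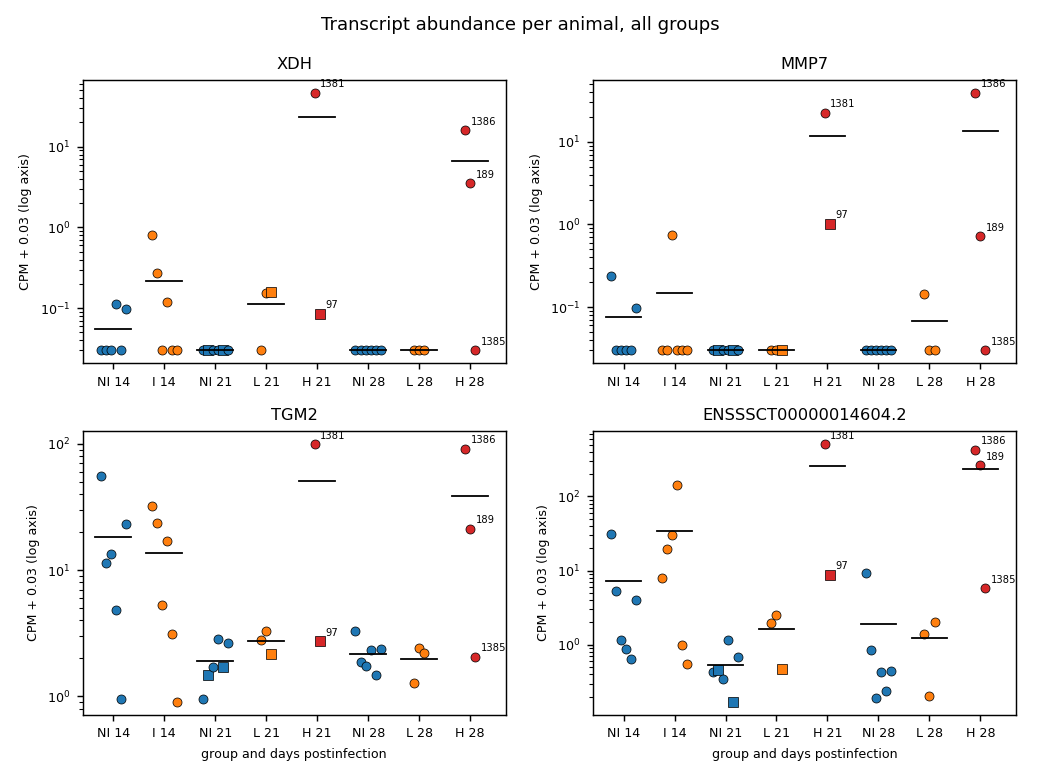
Abundance of XDH, MMP7, TGM2, and ENSSSCT00000014604.2 in each of the 35 animals by group, in CPM on a log axis after adding a small constant so that 0 can be drawn. Circles are libraries whose title ends in In, squares are those ending in I, lines are group means, and the high-lesion animals carry their numbers; animals 1381 and 1386 are the highest of their lesion groups in all 4 panels, and animal 90, noninfected at 14 dpi, reaches 55.7 CPM of TGM2.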

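At 28 dpi, IDO1 had 32.2 ± 26.1 CPM (SD, n = 3) in high- and 1.73 ± 0.62 CPM (SD, n = 3) in low-lesion animals, a log2 fold change of 4.29 (standard error, 1.10; adjusted P = 0.664 from edgeR's quasi-likelihood test, 0.0604 from its exact test, and 0.00371 from DESeq2). The animals 1386 and 189 had 47.8 and 46.8 CPM and lay above all low-lesion animals, whose highest value was 2.38 CPM. A noninfected animal of 14 dpi, 90, had 27.3 CPM.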

*IDO1*, which encodes indoleamine 2,3-dioxygenase, was increased in infected animals at 21 dpi, as well as in high-lesion animals at 28 dpi. The transcripts for the gene *MGP*, as well as those of genes *TMEPAI* and *HTRA3*, which have been found to play roles in apoptosis and influencing cell proliferation, were increased in high-lesion animals at both 21 and 28 dpi (16, 17). 

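MGP (ENSSSCT00000000652.2) had 14.8 ± 12.0 CPM (SD, n = 3) in high- and 0.640 ± 0.589 CPM (SD, n = 3) in low-lesion animals of 28 dpi, a log2 fold change of 4.54 (standard error, 1.07). TMEPAI (ENSSSCT00000008224.1) had 59.2 ± 41.4 CPM (SD, n = 3) and 11.3 ± 3.26 CPM (SD, n = 3), a log2 fold change of 2.46 (standard error, 0.58). HTRA3 (ENSSSCT00000009543.2) had 12.3 ± 13.7 CPM (SD, n = 3) and 0.581 ± 0.227 CPM (SD, n = 3), a log2 fold change of 4.39 (standard error, 1.14). The adjusted P from edgeR's quasi-likelihood test was 0.664 for MGP and TMEPAI and 0.641 for HTRA3, the last without the low-count filter. From the edgeR exact test and DESeq2 it was 0.0477 and 0.00179 for MGP and 0.06 and 0.0121 for TMEPAI. All 3 high-lesion animals lay above all low-lesion animals for MGP and TMEPAI, and 2 of 3 for HTRA3. At 21 dpi, animals 1381 and 97 had 9.86 and 0.717 CPM of MGP, 151 and 14.6 CPM of TMEPAI, and 6.23 and 0.717 CPM of HTRA3. The highest low-lesion animals of 21 dpi had 0.442, 10.7, and 0.377 CPM. For TMEPAI, the log2 fold change at 21 dpi was 3.45 (standard error, 0.89; adjusted P = 0.171 from edgeR's quasi-likelihood test). The noninfected animal 90 of 14 dpi had 169 CPM of MGP.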

Around half of the 23 DEGs of high-lesion animals at 28 dpi were only found at that time point. Several of these genes encode proteins involved in antibody biosynthesis, including *IGLC1*, which encodes the constant region of immunoglobulins, and *IGLV-10* and *IGLV-12*, which encode the variable regions of the lambda light chain of immunoglobulins (18). 

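Whether lesion class had a different effect at 21 than at 28 dpi was tested as an interaction, and the quasi-likelihood test called 0 of 12871 transcripts, with 511 at an unadjusted P under 0.05 and 644 to be reached by chance. DESeq2 called 10, all of them with a lower log2 fold change of high- against low-lesion animals at 21 than at 28 dpi. Across 11333 transcripts tested on both days, the log2 fold changes of high- against low-lesion animals had a Spearman rho of 0.518. This is a correlation across transcripts, which are not independent replicates.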

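IGLC (ENSSSCT00000010999.3), as Table 4 names it, had 511 ± 244 CPM (SD, n = 3) in high- and 38.3 ± 22.2 CPM (SD, n = 3) in low-lesion animals of 28 dpi, a log2 fold change of 3.80 (standard error, 0.69). IGLV-10 (ENSSSCT00000033135.1) had 46.8 ± 56.1 CPM (SD, n = 3) and 3.13 ± 0.715 CPM (SD, n = 3), a log2 fold change of 3.96 (standard error, 1.02), with 111 CPM in animal 1386 and 22.5 CPM in the next. The log2 fold change of IGLV-12 (ENSSSCT00000034787.1) was 4.82 (standard error, 1.24), at 32.9 ± 35.5 CPM (SD, n = 3) in high-lesion animals, which had 1068 counts against 39. For each, 3 of 3 high-lesion animals lay above all low-lesion animals, as chance gives for 10% of transcripts at 3 animals against 3 in either direction, and the adjusted P was 0.664 from edgeR's quasi-likelihood test. IGLC passed the threshold in the edgeR exact test (adjusted P = 0.00211) and in DESeq2 (2.15e-05), and IGLV-10 and IGLV-12 in DESeq2 (0.00553 and 0.00223) but not in the exact test (0.0604 and 0.06). Immunoglobulin genes form a multigene family, and how the authors' counting treated reads shared between its members is not known. Of noninfected animals, 90 of 14 dpi had 442 CPM of IGLC and 140 of 14 dpi had 70.2 CPM of IGLV-10.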

The only gene with a decreased level of transcripts in animals with high lesions at 28 dpi was *CA1*, which codes for carbonic anhydrase 1 (19).

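CA1 (ENSSSCT00000006735.2) had 5.14 ± 4.15 CPM (SD, n = 3) in high- and 231 ± 297 CPM (SD, n = 3) in low-lesion animals of 28 dpi, a log2 fold change of -5.45 (standard error, 1.86; adjusted P = 0.664 from edgeR's quasi-likelihood test, 0.248 from its exact test, and 0.0193 from DESeq2). Animals 94 and 194 had 567 and 124 CPM and lay above all high-lesion animals, while the low-lesion animal 197 had 1.67 CPM, under the 8.90 CPM of the high-lesion animal 1385. Noninfected animals of 28 dpi ran from 0.624 to 193 CPM. Table 4 also lists ENSSSCT00000022705.1 as decreased. It had 1 count in the 3 high-lesion and 256 in the 3 low-lesion animals, a ratio of 232 in abundance (95% counting interval, 41.3 to 9205; adjusted P = 0.641 from edgeR's quasi-likelihood test without the low-count filter). Animals 194 and 197 had 12.3 and 9.93 CPM, and animal 94 had 0.339 CPM.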

**TABLE 4:** Differentially abundant gene transcripts between high- and low-lesion animals at 28 days postinfection

Ensembl ID	Gene symbol	Fold change	Corrected *P* value
ENSSSCT00000009326.2	*XDH*	522.4	0.013
ENSSSCT00000016344.2	*MMP7*	285.18	0.046
ENSSSCT00000014806.2	*ADGRE1*	276.6	0.006
ENSSSCT00000014604.2		191.45	3.92E−05
ENSSSCT00000004480.2	*FNDC1*	96.61	0.046
ENSSSCT00000013521.2	*VSIG4*	49.46	0.026
ENSSSCT00000016670.2	*STEAP4*	44.33	0.02
ENSSSCT00000027321.1	*FXYD1*	35.54	0.031
ENSSSCT00000008138.2	*PLTP*	30.24	0.031
ENSSSCT00000034787.1	*IGLV-12*	26.57	0.008
ENSSSCT00000000652.2	*MGP*	22.07	0.009
ENSSSCT00000009543.2	*HTRA3*	20.22	0.046
ENSSSCT00000005438.2	*CILP*	20	0.053
ENSSSCT00000031001.2	*TGM2*	19.23	0.026
ENSSSCT00000007675.2	*IDO1*	18.43	0.01
ENSSSCT00000033135.1	*IGLV-10*	14.65	0.01
ENSSSCT00000010999.3	*IGLC*	13.24	3.92E−05
ENSSSCT00000032543.1	*FCN2*	11.78	0.006
ENSSSCT00000010515.2	*ROR2*	11.7	0.046
ENSSSCT00000003426.2	*APOE*	8.51	0.01
ENSSSCT00000008224.1	*TMEPAI*	5.2	0.046
ENSSSCT00000006735.2	*CA1*	−44.61	0.046
ENSSSCT00000022705.1		−166.98	0.004

### Pathway analysis. (i) Biological functions associated with increased lesion severity.

To explore potential biological functions associated with the hyperplasia that is characteristic of L. intracellularis infection, biological functions associated with “proliferation” were investigated. This pathway analysis revealed 16 biological functions significantly associated (*P < *0.05) with the DEGs, and the most significant was “cell proliferation of tumor cell lines” (*P = *1.4E−15) (Table 5). Ingenuity Pathway Analysis (IPA) attributes an activation z-score that assesses the randomness of directionality within a gene set to infer the activation state of a metric (i.e., biological function, upstream regulator, or pathway) as either activated or inhibited. A negative z-score indicates inhibition and a positive z-score indicates activation, with scores equal to or greater than 2 or equal to or less than −2 being statistically significant (*P < *0.05) (20). Of the 16 biological functions associated with proliferation, 6 had significant z-scores of above 2, including “cell proliferation of tumor cell lines” (Table 5).

**TABLE 5:** List of diseases and functions associated with “proliferation” among the diseases and functions identified between animals with high and low lesions using Ingenuity Pathway Analysis

Function annotation	*P* value	z-score	No. of molecules
Proliferation of connective tissue cells	4.75E−14	3.983	50
Cell proliferation of fibroblasts	4.32E−09	3.873	29
Proliferation of synovial cells	5.92E−08	2.922	9
Cell proliferation of tumor cell lines	1.4E−15	2.671	98
Proliferation of stem cells	0.000014	2.52	16
Cell proliferation of breast cancer cell lines	0.000000235	2.075	32
Proliferation of pericytes	0.0000125	1.71	8
Endothelial cell development	0.000000131	1.461	27
Proliferation of liver cells	0.0000153	1.25	15
Proliferation of tumor cells	0.0000106	1.22	28
Proliferation of endothelial cells	9.05E−08	1.142	25
Proliferation of epithelial cells	7.77E−09	1.007	36
Cell proliferation of ovarian cancer cell lines	0.00000357	0.891	13
Colony formation of cells	4.52E−08	0.429	34
Colony formation	1.85E−08	0.401	37
Colony formation of tumor cell lines	0.00000122	−0.537	22

### (ii) Canonical pathways associated with increased lesion severity.

Next, we used IPA to identify canonical pathways associated with the DEGs between high- and low-lesion animals at 21 dpi. Of these pathways, we searched for pathways with a significant activation status. This analysis revealed 10 significantly activated canonical pathways associated with the data set (z-score of ≥2) (Table 6).

**TABLE 6:** Activated canonical pathways in animals with high lesions compared to low-lesion animals at 21 days postinfection

Canonical pathway	−log(*P* value)	z-score	No. of molecules
Osteoarthritis pathway	8.31	2	19
Oncostatin M signaling	3.62	2.236	5
Estrogen-mediated S-phase entry	3.2	2	4
Aryl hydrocarbon receptor signaling	2.49	2.646	8
Leukocyte extravasation signaling	2.43	3.162	10
Dendritic cell maturation	1.79	2.828	8
Wnt/Ca^+^ pathway	1.72	2	4
Acute-phase response signaling	1.59	2.236	7
Chemokine signaling	1.43	2	4
Melatonin signaling	1.38	2	4

### (iii) Upstream regulators of differentially expressed genes.

Potential regulator molecules responsible for the differential gene expression of the different pathways observed at 21 dpi were identified using IPA. Upstream regulators are molecules that are known to influence the observed DEGs and are potentially responsible for modulating their differential expression (20). Cyclin-dependent kinase inhibitor 1A (CDKN1A, *P* = 2.06E−36), tumor protein p53 (TP53, *P* = 9.48E−29), and Erb-b2 receptor tyrosine kinase 2 (ERBB2, *P = *2.57E−26) were among the upstream regulators most significantly associated with the data set. Other significant upstream regulators included the cytokines transforming growth factor beta 1 (TGFB1, *P = *3.51E−28), tumor necrosis factor (TNF, *P = *2.23E−23), interleukin-1β (IL-1β), and IL-6 (Table 7).

**TABLE 7:** The 30 most significant upstream regulators associated with the differentially expressed genes between animals with high and low level of infection

Upstream regulator	Fold change	Molecule type	z-score	*P* value
CDKN1A		Kinase	−2.696	2.06E−36
TP53		Transcription regulator	−1.797	9.48E−29
TGFB1		Growth factor	4.163	3.51E−28
ERBB2		Kinase	4.368	2.57E−26
TNF		Cytokine	2.31	2.23E−23
Calcitriol		Chemical—drug	−2.059	1.12E−20
HGF		Growth factor	3.546	1.94E−20
RABL6		Other	4.472	4.4E−20
Lipopolysaccharide		Chemical—drug	4.252	1.22E−19
CCND1		Transcription regulator	2.339	2.05E−19
Beta-estradiol		Chemical—endogenous mammalian	3.237	4.04E−19
Tretinoin		Chemical—endogenous mammalian	2.096	6.88E−19
Vegf		Group	4.611	1.04E−18
PDGF BB		Complex	3.059	1.07E−18
IL6		Cytokine	3.836	1.88E−18
dextran sulfate		Chemical—drug	1.627	3.7E−18
SMAD7		Transcription regulator	−1.759	5.52E−18
Medroxyprogesterone acetate		Chemical—drug	−2.449	5.52E−18
E2F4		Transcription regulator	−0.927	3.52E−17
Alpha catenin		Group	−4.145	9.43E−17
PTGER2		G-protein coupled receptor	3.702	1.32E−16
IL-1β	29.3	Cytokine	3.216	1.53E−16
TGF-β		Group	1.365	3.53E−16
Cycloheximide		Chemical—reagent	0.371	5.29E−16
Dexamethasone		Chemical—drug	0.526	1.41E−15
EP400		Other	3.148	2.43E−15
CDKN2A		Transcription regulator	−2.69	5.15E−15
Butyric acid		Chemical—endogenous mammalian	−0.573	8.37E−15
Trichostatin A		Chemical—drug	1.112	1.77E−14
MYC	4.2	Transcription regulator	2.574	2.78E−14

### MMP-7 immunohistochemistry

To determine if changes observed at the level of transcription of *MMP7* were translated into protein in infected tissue, we chose to perform immunohistochemistry staining for matrix metalloproteinase-7 (MMP-7). We observed that the distribution of staining of this molecule differed between infected and noninfected animals. Staining of MMP-7 was not associated with hyperplastic crypts. MMP-7-positive cells were observed in normal crypts adjacent to those undergoing hyperplasia. Staining was observed both in the apical side of enterocytes and associated with the lumen of crypts (Fig. 3). This pattern of staining was not observed in noninfected animals (data not shown).

**FIG 3:**
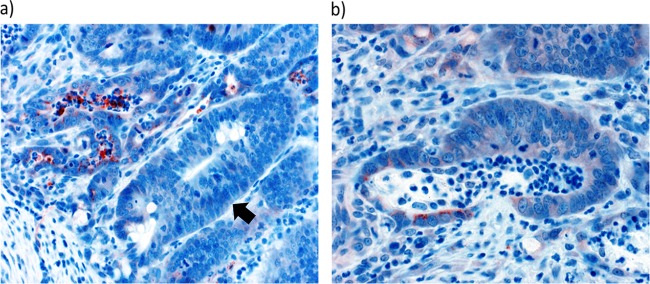
Matrix metalloproteinase-7 (MMP-7) staining. (a) Luminal staining of MMP-7 (red) in crypts adjacent to a hyperplastic crypt (arrow). (b) Apical staining of MMP-7 (red) enterocytes in crypt.

## DISCUSSION

In this study, we reproduced PPE with the induction of characteristic microscopic and macroscopic lesions. We also assessed clinical signs, and as in most cases of PIA in the field, animals had subclinical disease (data not shown). Infection was also confirmed by quantifying L. intracellularis bacteria shed in feces and the presence of antibodies in serum. We observed a time effect of disease that has previously been described in which hyperplasic lesions begin at around 11 dpi, peak at around 21 dpi, and begin to resolve at 28 dpi (21). Changes in crypt depth, fecal shedding, and villus height were observed and were more severe at 21 dpi in infected animals. This is in accordance with previous studies and suggests that the peak of infection occurred at this time point. At 28 dpi, two of the six animals had either a negative IHC score or a negative H&E stain score and did not shed L. intracellularis, indicating a likely resolution of infection, as is known to occur in this disease (1). At 28 dpi, animals also showed high antibody titers against L. intracellularis, indicative of a strong prior immune response to infection.

In this study, at 14 dpi, the lack of differentially expressed genes coincided with low lesion severity and antigen load. This was also observed by Smith et al. (8), who analyzed L. intracellularis-infected intestine tissue samples at different time points by microarray analysis and found that the number of DEGs coincided with the quantity of L. intracellularis bacteria present in tissue. This indicates that there is not a robust host response during early stages of the infection, and it coincides with lower lesions. At 21 dpi, when animals developed severe lesions, there were 22 DEGs between infected and noninfected animals. When comparing animals with high and low levels of infection and high and low lesions at this time point, there were 494 DEGs, again suggesting that the development of severe lesions is associated with a greater host response. Several of the genes found to be differentially expressed in this study were not observed by Smith et al. (8), although “cancer” was the major disease category found with pathway analysis in both studies (data not shown; *P = *5.86E−23 to 1.9E−05). Differences in gene expression between both studies may be due to differences in lesion severity caused by infection and/ordifferences between microarray and RNA-seq methods of gene expression analysis.

The transcript most highly and differentially abundant in infected animals at 21 dpi was *XDH* (816.98-fold higher in infected animals; *P = *0.009) (Table 2), which encodes xanthine dehydrogenase. This gene was also differentially expressed between high- and low-lesion animals at both 21 and 28 dpi. Xanthine dehydrogenase is a key regulator of inflammatory cascades, whose products include reactive oxygen and nitrogen species (22, 23). This enzyme is highly expressed in the small intestine and has antimicrobial properties (23). Recently, it was found to be highly expressed in Mycobacterium avium subspecies *paratuberculosis* infection, where it was suggested to be indicative of macrophage activation and killing of the pathogen. A similar response is possible in infections with L. intracellularis (24).

*MMP7*, which encodes matrix metalloproteinase-7, or matrilysin, was also a transcript that was found to be upregulated in infected animals and in animals with high lesion scores at 21 and 28 dpi. This protein can be induced by some Gram-negative bacteria, and it has an important role in activating α-defensin antimicrobial peptides (25, 26). Pathogenic strains of Helicobacter pylori, which have a greater capacity to cause gastric cancer, induce *MMP7* expression in a *cag* pathogenicity island-dependent manner (27, 28). Overexpression of *MMP7* is commonly found in colorectal cancers, and this protein can induce increased cellular proliferation (29–32). Interestingly, positive staining of this protein in ileal tissues from animals with high lesions was found in crypts adjacent to those undergoing hyperplasia (Fig. 3).

Among the diseases and functions associated with the DEG data set involving proliferation, the biological function of “cell proliferation of tumor cell lines” was the most significantly associated with the data set and had a significantly activated status (*P = *1.4E−15, z-score of 2.67). This function had the involvement of 98 of the 494 DEGs among animals with high lesion scores at 21 dpi, which also correlated with the time when peak of crypt depth was noted using histomorphometry (Fig. 1a). The transcripts of genes *MMP7*, *OSM*, *SERPINB2*, *GABRP*, *TACSTD2*, and *TGM2*, which were differentially abundant between infected and noninfected animals at 21 dpi, were also among these 98. This demonstrates that the molecular signature induced by L. intracellularis is strongly associated with cellular proliferation, several molecules of which have also been found to be upregulated in different tumor cell lines. This makes sense, since hyperplasia of enterocytes is observed in L. intracellularis infection. The two upstream regulators most significantly associated with the data set, cyclin-dependent kinase inhibitor 1A (CDKN1A, *P* = 2.06E−36) and tumor protein p53 (TP53, *P* = 9.48E−29), are also associated with cell proliferation. CDKN1A inhibits the cyclin kinases that are necessary for cell cycle progression during the G_1_ and S phases and has an antiproliferative effector function. This gene is induced by p53 tumor suppressor protein, which is activated upon encounter with cellular stressors to induce the expression of genes that result in inhibition of proliferation (33, 34). Both of these regulators had negative z-scores, indicating that they were downregulated and, thus, likely not maintaining their function of inhibiting cell proliferation (Table 7).

There is a large body of evidence to suggest that tumor-associated calcium signal transducer 2 (also named Trop2; encoded by *TACSTD2*) promotes cellular proliferation, and this gene is highly expressed in a wide variety of epithelial tumors (35, 36). Interestingly, it has also been found that knockdown of this gene in mice can promote carcinogenesis in a squamous cell cancer model, which also suggests a protective role of this protein (37). Similarly, transglutaminase-2 (*TGM2*) can also promote cell proliferation, although this protein has many other functions (38). *TGM2* expression is induced by inflammatory mediators like IL-1β, TNF-α, and TGF-β, and it has been described to be involved in inflammatory conditions of the intestine (12, 39). TNF, IL-1β, and TGF-β were found to be upstream regulators (Table 7) and are likely to contribute to the host response to L. intracellularis. Interestingly, a common histomorphological feature of inflammatory conditions of the intestine is hyperplasia of enterocytes, which is marked by an increase in epithelial cell numbers that are visible as elongated crypts (40). Although not statistically significant, we found that animals with high lesions had greater average crypt depth, demonstrating that crypts are enlarged with more severe infection (Fig. 1a); elongated crypts are a common feature of PPE (1). Two other histomorphological features of intestinal inflammation are villus blunting and loss of goblet cells (40, 41). We also observed a decrease in villus height with infection (Fig. 1b), and the decrease or absence of goblet cells is known to occur in L. intracellularis infection (1). This suggests that the host response to infection may contribute to the altered state of enterocytes, in addition to any potential mechanism L. intracellularis may itself possess.

Also associated with inflammation is the gene *OSM*, which encodes oncostatin M, a member of the IL-6 cytokine family, expressed by activated T cells, monocytes, and dendritic cells (10). Increased expression of this cytokine has been found in inflammatory bowel disease, where it correlates with histopathological disease severity (42, 43). OSM is also capable of inducing enterocyte proliferation (42). In our data set, not only was the *OSM* gene transcript increased with infection, but the oncostatin M signaling canonical pathway was also significantly associated and activated in animals with high lesion scores at 21 dpi (Table 6).

Several of the other canonical pathways and differentially expressed genes were also involved in inflammation and immune response. These include the pathways of leukocyte extravasation signaling, dendritic cell maturation, and acute-phase response signaling. Increased levels of acute-phase proteins have previously been found in pigs infected with L. intracellularis (44). This gives some insight into the mucosal immune response to infection, which is known to be protective, and suggests that antigen presentation with dendritic cells and the presence of leukocytes are important parts of this process. Aryl hydrocarbon receptor (AhR) signaling is becoming increasingly recognized as an important pathway that influences the immune responses to pathogens (45). This pathway was significantly activated in animals with high lesions at 21 dpi (Table 6). The precise function of this signaling pathway varies with different pathogens and affected organs (45). In infections of mice with Citrobacter rodentium, a bacterial pathogen that also infects the gut and induces hyperplasia of enterocytes (46), knockdown of the *AhR* gene led to significant weight loss and death, while control animals did not succumb to infection (47). Perhaps activation of AhR signaling at the peak of infection is protective against L. intracellularis infection and contributes to the resolution of lesions with time.

Investigating the gene transcripts that were differentially abundant exclusively at 28 dpi gives some insight into the host response associated with the start of resolving lesions. The only transcript that was differentially abundant between infected and noninfected animals at this time point was of the gene *UNC5B* (UNC-5 netrin receptor B), which had a 3.77-fold-higher abundance in infected animals (*P < *0.05). This gene encodes a transmembrane receptor that can regulate cell fate as a “dependence receptor” and induces apoptosis in the absence of its ligand (48, 49). Higher expression of *UNC5B* can inhibit cellular proliferation in some cancer cell lines, and this protein is inactive and downregulated in colorectal cancer (48, 50, 51). Additionally, increased expression of *UNC5B* in leukocytes has been shown to attenuate inflammation (52). Thus, higher expression of *UNC5B* may be involved in inhibiting enterocyte hyperplasia and/or resolving inflammation. The only transcript found to be more abundant in low-lesion animals than in high-lesion animals at this time point was of the gene *CA1* (carbonic anhydrase 1 [CA-1]). Carbonic anhydrases can be found along the entire gastrointestinal tract, and in the small intestine, carbonic anhydrase 1 is found in cryptal enterocytes (53). Interestingly, increased expression and staining of CA-1 is found in healthy intestinal mucosa, where it participates in regulation of pH homeostasis and water and ion transport, while decreased CA-1 protein and mRNA levels can be found in benign and malignant colorectal tumors (53–55). Lastly, several of the increased gene transcripts only found in animals with high lesions at 28 dpi were associated with synthesis of immunoglobulins. This gives important insight as to the active immune response that is occurring at this stage of infection.

The research described here leads us to conclude that the host response to infection leads to the induction of several genes and pathways associated with cellular proliferation, with some similarity to what has been described in some cancers and inflammatory diseases of the intestinal tract. However, infections caused by L. intracellularis are very different from cancer, as the proliferative lesions do not develop into tumors and in fact resolve. The mechanisms that lead to the expression of the observed gene transcripts associated with increased cellular proliferation should be investigated further, as well as their specific contribution to disease. The return to a normal state of the intestine without the expression of these genes is likely due to a protective immune response that clears the pathogen. This research sheds important light into the pathogenesis of L. intracellularis, demonstrating several of the genes and pathways associated with its pathology.

## MATERIALS AND METHODS

### Animals and treatments.

The animal protocol used was approved by the Swine Services Unlimited, Inc., Institutional Animal Care and Use Committee, and all experiments were performed in accordance with relevant guidelines and regulations. Genetically, pigs were from a Landrace cross to a Yorkshire female with a Large White sire (Topigs Norsvin). Two groups of 18 animals were used in this study. One group was infected with Lawsonia intracellularis, and the other group was not infected. The inoculum used was prepared following a previously described protocol and consisted of a mucosal homogenate which was negative for other bacterial and viral pathogens, including porcine reproductive and respiratory syndrome virus (56). Animals were challenged with a dose calculated by quantitative PCR (qPCR) to be of 8.0 × 10^7^ L. intracellularis organisms by oral gavage at 7 weeks of age. Groups of 6 pigs per treatment were randomly selected and euthanized at 14, 21, and 28 days postchallenge.

### Gross and microscopic pathology evaluation.

The entire intestinal tract was examined for lesions characteristic of PE. Each macroscopic (gross) lesion was scored as either mild (score of 1), moderate (score of 2) or severe (score of 3). For histopathology and evaluation of microscopic lesions characteristic of PE, a section of ileum proximal to the ileocecal valve was collected from each animal. This section of the intestine was chosen as it has been described as the most consistent site of L. intracellularis infection (1, 7). The sections were then stained using hematoxylin and eosin (H&E) and used for immunohistochemistry (IHC) by staining using murine anti-L. intracellularis-specific polyclonal antibody following previously described protocols (57). The presence of L. intracellularis-specific antigen was measured with a 5-grade IHC scoring scale (grade 0 equal to no L. intracellularis antigen found in tissue, grade 1 equal to 0 to 25%, grade 2 equal to 25 to 50%, grade 3 equal to 50 to 75%, and grade 4 equal to more than 75% enteric crypts containing antigen) (58). The pathologist reading the slides was blinded to which experimental group was being scored. Microscopic lesions in H&E-stained sections were measured using a 4-grade scale representing the distribution of crypt dysplasia (zero for no lesions, 1 for focal lesions, 2 for multifocal lesions, and 3 for diffuse lesion distribution). An animal was considered to have a high level of infection and lesions if the IHC score was 2.5 or above, the H&E stain score was 2 or above, and there was the presence of gross lesions. Animals with a low level of lesions were defined as those that had IHC and H&E stain scores of 1 or zero with or without the presence of gross lesions in the group that received the challenge.

### Histomorphometry.

To assess differences in crypt and villus morphology due to infection, intestinal sections from animals were evaluated by measuring crypt depth and villus height. For this measurement, images were captured from slides using light microscopy with a 10× objective and analyzed with ImageJ (59). Twenty intact and well-oriented villi were randomly selected along with 30 randomly selected crypts for the measurement of their heights and depths, respectively. In instances where 20 villi could not be found, all villi in the image were counted. The average crypt depths and villus heights among high-lesion, low-lesion, and noninfected animals were compared using Tukey’s comparison in an analysis of variance (ANOVA) in R (version 3.3.3 [2017-03-06]) with the level of significance set at 0.05.

### Shedding and serologic responses.

Antibodies against L. intracellularis in serum samples were measured using the immunoperoxidase monolayer assay (IPMA) (60). Fecal shedding of L. intracellularis was measured using qPCR (61).

### Differential gene expression and pathway analysis.

Immediately following necropsy, a section of ileum 2 to 3 cm immediately proximal to the ileocecal junction was opened longitudinally and scraped using the edge of a microscope slide. The sample was immediately placed in RNAlater (Thermo Fisher), and total RNA was extracted using the RNeasy plus universal minikit (Qiagen). RNA quantity and quality were assessed using the RiboGreen RNA assay kit and by capillary electrophoretic sizing using an Agilent TapeStation/Bioanalyze, respectively. Samples that passed quality metrics were used to create a cDNA library for sequencing using an Illumina TruSeq RNA Sample Preparation Kit. Samples from each pig were individually sequenced with the Illumina HiSeq 2500 sequencer using 50 paired-end reads; 20 million reads per sample were obtained. The Illumina sequence files were processed using a pipeline developed by the University of Minnesota Informatics Institute. Briefly, FastQ files were trimmed via trimmomatic and mapping was performed via TopHAT (version 2.0.13) using Bowtie (version 2.2.4.0). The Sus scrofa 3.0 (susScr3) genome was used, and gene annotation was performed using Ensembl from the same genome build. Differentially expressed gene (DEG) analysis was performed using CLC Genomics Workbench (CLCGWB version 9.0.1; Qiagen Bioinformatics) and EdgeR. EdgeR has been described to have superior specificity and sensitivity, as well as good control of false-positive errors, compared to other methods to detect DEGs (62). Ingenuity Pathway Analysis (IPA; Qiagen) was used for pathway analysis.

Comparisons were made between infected and noninfected animals at each time point postinfection, as well as between animals with high- (severe and diffuse) and low-level lesions. At 21 dpi, animals with high lesions (1381 and 97) were compared to the animals with low lesions (144, 173, and 192) (Table 1). RNA could not be extracted from the intestinal sample of animal 297, which had high lesions. At 28 dpi, the high-lesion animals, 1385, 189, and 1386, were compared to animals 94, 197, and 194, which had low lesions.

### Immunohistochemistry of MMP-7.

To measure the presence and distribution of matrix metalloproteinase-7 (MMP-7), which is encoded by the gene *MMP7*, IHC was performed on paraffin-embedded tissue collected at necropsy. IHC of matrix metalloproteinase-7 was performed using a monoclonal antibody against MMP-7 following an adaptation of a previously described protocol (63), using the primary monoclonal antibody against MMP-7 at a dilution of 1:600. The antibody was obtained from Vanderbilt Antibody and Protein Resource.

### Accession number(s).

The entire set of supporting gene expression and genomic data can be found in the Gene Expression Omnibus (GEO) database under accession number GSE122764.

How the deposited data were processed for this re-analysis (not part of the article)

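RNA from ileal scrapings of 35 pigs was analysed, with 1 library per animal, from 6 infected and 6 noninfected animals at 14 dpi, 2 high-lesion, 3 low-lesion, and 6 noninfected animals at 21 dpi, and 3 high-lesion, 3 low-lesion, and 6 noninfected animals at 28 dpi. Each library was assigned to its animal by the animal number in its title, and each animal to its group by the lists in the paper. The deposited table holds whole-number counts for 30584 Ensembl transcripts, made by the authors from reads trimmed with trimmomatic and mapped with TopHat and Bowtie to the pig genome build susScr3, and the counts are not normalized. Neither the paper's text nor the labels used here name the counting tool. Total counts per library ran from 3251763 to 26162654 (median, 9650223), and a transcript at 0 counts in a group is compared with 3 counts over that group. Libraries were compared in pairs for copies, and the smallest chi-square per degree of freedom over the 595 pairs was 12.9, so no pair was alike to within counting noise. All columns of the table were used.

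Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, and DESeq2 1.42.0, and tables and plots were made in Python 3.11.15 with matplotlib 3.10.9. The paper's methods name CLC Genomics Workbench and edgeR, without a filter, a covariate, or the kind of test. Each comparison was therefore fitted on its own animals by edgeR's quasi-likelihood test, with TMM library sizes, the filterByExpr filter, a prior count of 0.125 behind the log2 fold changes, and Benjamini-Hochberg adjustment with a threshold of 0.05. Besides the 5 comparisons that the paper makes, each lesion class was compared with the noninfected animals of its day, and 3 interactions with the day were tested. CPM are counts scaled to a common total with TMM-normalized library sizes over all 35 libraries. Standard errors of log2 fold changes come from the same fits. The score of the increased transcripts of Table 2 is their mean log2(CPM + 1) in an animal, compared between groups by an exact two-sided permutation test.

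The transcripts to be named were fixed before the files were opened as all transcripts of Tables 2 to 4, whose values in the paper had been seen, and the called transcripts with the largest change whose groups did not overlap. The latter part names no transcript in the 5 comparisons of the paper, since none was called there. Transcripts called by the quasi-likelihood test, the exact test, or DESeq2 between infected and noninfected animals, and those called by the quasi-likelihood test between high-lesion and noninfected animals of 21 dpi, are also named, in lists of 5 or fewer, and these were chosen after their values were seen. None of the 30584 transcript identifiers is paired with a gene symbol in the reference tables used here, so symbols are those that the paper's tables give to 45 of their 57 transcripts. UNC5B, IL1B, MYC, the upstream regulators of Table 7, and gene lists by cell type and cell cycle had been planned and are not analysed here, since no symbol leads to their transcripts. The values of 1 transcript of Table 2 are not reported here on their own, though counts over the whole table include it. The pathway analysis was not repeated. Histology, serology, and PCR values were used to define groups. Beyond that, only the fecal CT values of 14 dpi were tested. The CT values that rank animal 1381 at 21 dpi, and scores and CT values of high-lesion animals, are given as description only.

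The alternatives set in advance were RLE size factors, DESeq2, no low-count filter, a filter of 1 CPM, a robust spread estimate, all 35 libraries in 1 fit, Bonferroni adjustment, a threshold of 2-fold, the edgeR exact test with tagwise dispersion, a term for the title ending at 21 dpi, leaving out each animal in turn, and a prior count of 2. For the scores they were pseudocounts of 0.1 and 5 CPM, RLE size factors, and the median over transcripts. The plan did not say how the dispersion of the exact test is estimated, and the current default of edgeR was used. After the data were seen, 6 further exact tests were added, with older dispersion estimates (tagwise around a common value, or around a moving average) on transcripts with at least 5 counts in all, on all transcripts, and on those passing the filter. Fits on the libraries of each title ending, alternatives to the exact test, and further lists for the overlaps were also added then. The tests were tried on simulated data with 200 changed transcripts in the designs of 7 comparisons. The changes were 2 or 4 on the log2 scale, alike in all animals of a group, and each transcript was drawn independently. Of the 200, the quasi-likelihood test recovered 104 to 174, with at most 9 false calls. The exact test recovered 142 to 183, with 22 to 37 false calls, and DESeq2 149 to 188, with 36 to 59 false calls.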

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

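The comparison of high-lesion with noninfected animals and its alternatives were planned, while the tests of technical and other explanations in this part were chosen only after the results were seen. Single libraries were set apart by Dixon's test within a group of animals, in 62 tests, of which 16 passed its 95% limit. Chance passes about 1 in 20 groups. Of the 16, 12 concern animal 1381.

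Animal 1381, a high-lesion animal of 21 dpi, lay far from the other 4 infected animals of that day. Its score of the increased transcripts of Table 2, their mean log2(CPM + 1), was 5.89, with 2.18 in the next animal. On the scale of log2(CPM + 1), 11 of the 22 transcripts of Table 2 passed the limit in this animal. Among these were XDH at 46.61 CPM, MMP7 at 22.47 CPM, GABRP at 15.29 CPM, SAA1 at 61.03 CPM, OSM at 36.82 CPM, SFRP5 at 24.79 CPM, TGM2 at 99.45 CPM, ENSSSCT00000010382.2 at 89.16 CPM, ENSSSCT00000029653.1 at 44.87 CPM, and ENSSSCT00000000001.2 at 23.27 CPM. In noninfected animals, 1 of the same 22 transcripts passed. Of the 21 increased transcripts, 19 were highest in 1381 among the infected animals, and 1381 held a median of 89.7% of the infected group's summed CPM. Library size does not account for this, since 20 of 21 were highest in 1381 after all 5 libraries were thinned to 5926544 counts. RLE size factors gave 19 of 21, and library totals without the most abundant transcript gave 20 of 21, which argues against the normalization and against a few transcripts that take most of the counts. A difference between library sets by title ending is argued against by the low-lesion animals 173 and 144, whose libraries share the ending In with 1381, since 19 of 21 transcripts were higher in 1381 than in both. Against the other high-lesion animal, 97, 20 of 21 were higher in 1381, but 97 carries the ending I. For the 8 of the 21 transcripts with a mean of at least 1 CPM in noninfected animals of 21 dpi, the median log2 ratio of 1381 to 97 was 2.85. Between noninfected animals of the 2 endings it ran from -2.21 to 0.10 (In over I), which goes against the library set, but the low-lesion animals 173 and 144 gave 2.50 and 2.18 over 192, which goes with it, so animal and library set cannot be told apart there. The design names lesion class as a biological explanation, and 97 has the same class at lower values. Animal 1381 also had the lowest fecal CT of the infected animals of 21 dpi, 17.33, but a difference in bacterial load between the 2 high-lesion animals was not tested. The transcripts of Table 2 were chosen by the paper on these animals, 1381 among them.

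The comparison of high-lesion with noninfected animals at 21 dpi is not made in the paper, and the quasi-likelihood test called 4 transcripts in it, all increased, with 2506 at an unadjusted P under 0.05 and 619 to be reached by chance. They were SERPINB2 (log2 fold change 8.24, standard error 0.78, adjusted P = 0.0184 from edgeR), ENSSSCT00000011352.3 (9.92, 1.10, 0.0331), ENSSSCT00000005394.2 (3.68, 0.43, 0.0400), and ENSSSCT00000014604.2 (8.98, 1.09, 0.0408), the transcripts outside the paper's tables being named after their values were seen. In each, both high-lesion animals lay above all 6 noninfected animals, with 79.0 and 16.1 CPM of SERPINB2 in 1381 and 97 against at most 0.360 CPM. The count rests on single animals. It was 2173 without 97, 3 without the noninfected animal 147 (1 increased and 2 decreased), 1 without the noninfected animal 145, and 0 without 1381, 96, 190, 142, or 295. The lone animal left in the high-lesion group without 97 or 1381 is assumed to vary like the noninfected animals. A term for the title ending left 4 calls. Of the 28 splits of these 8 animals into 2 and 6, 2 of 28 gave as many calls by the quasi-likelihood test, and 2 of 28 gave as many as the 666 of the exact test, the other being the split with 1381 and 147 together (592 and 1650 calls), so chance is not excluded. No further technical explanation was tested. Lesion class is the biological explanation that the design names. For these transcripts, 4 of 4 were higher in both high-lesion animals than in all 3 low-lesion animals of 21 dpi. The highest low-lesion values were 0.252 CPM of SERPINB2, 1.38 CPM of ENSSSCT00000011352.3, 2.01 CPM of ENSSSCT00000005394.2, and 2.51 CPM of ENSSSCT00000014604.2, against at least 16.1, 9.05, 10.3, and 8.83 CPM. This goes against an equal effect of infection in both lesion classes, but the calls were made on the same 2 high-lesion animals, which favours that outcome. A smaller effect of infection in low-lesion animals is not excluded. Noninfected animals of 21 dpi had at most 0.341 CPM of ENSSSCT00000011352.3 and 1.135 CPM of ENSSSCT00000014604.2, below the highest low-lesion values, but up to 0.360 and 2.231 CPM of SERPINB2 and ENSSSCT00000005394.2, above them. There were 0 calls between low-lesion and noninfected animals of 21 dpi (289 at an unadjusted P under 0.05, and 0 by the edgeR exact test and by DESeq2).

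Of the 21 increased transcripts of Table 4, 8 had a mean CPM in the high-lesion animals of 28 dpi that was reached by a noninfected animal of 14 dpi, as were 2 of the 21 of Table 2 and 2 of the 10 of Table 3. For the 23 transcripts that rose with lesions in Tables 3 and 4 and were not in Table 2, the score was 2.32 ± 1.00 (SD, n = 6) in noninfected animals of 14 dpi and 1.23 ± 0.317 (SD, n = 12) in those of 21 and 28 dpi, a difference of 1.09 (exact two-sided permutation test, P = 0.00366). High-lesion animals had a mean score of 2.95, with 1.41 in animal 97 and 1.56 in animal 1385, low-lesion animals one of 1.11, and the infected animals of 14 dpi ran from 0.691 to 2.61. The paper chose the list on the high- and low-lesion animals. Library size does not account for the difference, which was 1.12 after thinning every library to 3251763 counts. Nor does a transcript that takes many of the counts, since the difference was 1.31 with library totals that leave out the most abundant one. In the 18 noninfected animals, with the days centred, the transcripts of the list that were tested had a mean pairwise Spearman correlation of 0.578, against a median of 0.017 and a highest value of 0.152 in 1000 lists matched for abundance. A candidate explanation is therefore a part of the tissue's transcriptome that varies between animals without infection, such as a difference in what was scraped. Whether the lesion calls of 21 dpi lie on this variation cannot be told apart from chance. With the main axis of the noninfected animals as a term, the 527 calls in a fit of all 35 libraries fell to 1, but with the axis values shuffled they ran from 1 to 1587 (median, 439), and 1 of 20 shuffles gave as few. The age of the animals goes with the day and stays open, as does a difference between days in sampling.

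The library of animal 139, infected at 14 dpi, had 3251763 counts, the lowest total of all libraries, with 9501828 in the next of its group. With it left out, the count of DEGs at 14 dpi stayed at 0 by the quasi-likelihood test and by the exact test. No explanation of this total was tested.

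A single transcript took 26.25% of the counts in animal 1385, a high-lesion animal of 28 dpi, with 10.1% the next highest share in its group, and 40.39% in animal 147, noninfected at 21 dpi, with 12.0% the next. A difference between library sets by title ending is argued against as the whole cause for both. All libraries of 28 dpi end in In, and the share is 26.25% in 1 of them. For 147, with 40.39%, the 3 other libraries ending in I had 12.0% (145), 13.2% (97), and 16.5% (192). These lie above the 4.94% to 8.73% of the 7 libraries of 21 dpi ending in In, so the share does go with the ending, and only the excess of 147 over its own set is not accounted for by it. Infection does not separate the 2 animals from the others, as 1 is infected and 1 is not, and no biological explanation was tested.

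IDO1 was at 5.766 CPM in the noninfected animal 145 of 21 dpi, with 1.75 CPM in the next noninfected animal. This is 1 of 22 tests of Table 2 transcripts in noninfected animals, about the number that chance gives, and no explanation was tested.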

How the results depend on the processing

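The 6 exact tests with older dispersion estimates, the alternatives to the edgeR exact test, the fits within 1 title ending, the leaving out of animals for the score at 28 dpi, and some lists for the overlaps were chosen only after the results were seen; the other alternatives were preset. Where a count moved, the cause was not tested, unless stated. No paired analysis was possible because each animal belongs to 1 group and was sampled once.

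By the quasi-likelihood test, the counts of 0 DEGs between infected and noninfected animals stayed at 0 under RLE size factors, no low-count filter, a filter of 1 CPM, a robust spread estimate, all 35 libraries in the fit, Bonferroni adjustment, and a threshold of 2-fold, on all 3 days, and under a term for the title ending at 21 dpi. DESeq2 called 0, 3, and 1 at 14, 21, and 28 dpi, and the edgeR exact test 0, 1, and 1. With older dispersion estimates without a trend, the exact test called 2, 52, and 5 on transcripts with at least 5 counts, 2, 39, and 2 without a filter, and 0, 21, and 1 with the main filter. With a moving average it called 1, 42, and 3 on transcripts with at least 5 counts, 1, 44, and 3 without a filter, and 0, 15, and 1 with the main filter. With each animal left out, the quasi-likelihood test called 0 to 0 on each day. The exact test called 0 to 0 at 14 dpi. At 21 dpi it called 0 to 25, with 25 without animal 192, 3 without 1381, 97, or 145, 2 without 173 or 144, and 0 without 96, 190, 142, 147, or 295, and within the libraries ending in In and in I it called 17 and 5. At 28 dpi it called 0 to 3, with 3 without 197, 0 without 94, 194, 292, 149, 76, or 86, and 1 decreased in place of an increased transcript without 175.

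Between high- and low-lesion animals of 21 dpi, the count of 0 stayed under RLE size factors, the filter of 1 CPM, the robust estimate, Bonferroni adjustment, the threshold of 2-fold, and the term for the title ending. It was 381 without a filter, where more transcripts are tested, 527 with all 35 libraries, 670 by the exact test, and 954 by DESeq2. The added exact tests called 796, 696, and 672 without a trend and 698, 645, and 677 with a moving average, on transcripts with at least 5 counts, without a filter, and with the main filter. With animals left out, the quasi-likelihood test called 0 to 2852 (2852 without 97 and 1 without 1381) and the exact test 34 to 3604 (3604 without 97, 264 without 192, 194 without 144, 68 without 1381, and 34 without 173). Bonferroni adjustment left 41 of the exact test's calls. Without 97 or 1381, the lone high-lesion animal is assumed to vary like the low-lesion animals.

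At 28 dpi, the count of 0 between high- and low-lesion animals stayed under RLE size factors, no filter, the filter of 1 CPM, the robust estimate, all 35 libraries, Bonferroni adjustment, and the threshold of 2-fold. It was 14 by the exact test and 86 by DESeq2, and the added exact tests called 51, 35, and 13 without a trend and 37, 33, and 15 with a moving average, in the same order of filters. With animals left out, the quasi-likelihood test called 0 to 1513 (1513 without 1385) and the exact test 0 to 2460 (2460 without 1385, 4 without 94, 3 without 194 or 197, 1 without 1386, and 0 without 189). The exact test called 8 without a filter and 2 with Bonferroni adjustment.

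In the comparisons that the paper does not make, the 4 calls between high-lesion and noninfected animals of 21 dpi became 1 with Bonferroni adjustment, 54 without a filter, 578 with all 35 libraries, 666 by the exact test, and 956 by DESeq2, and 0 to 2173 with animals left out. At 28 dpi, the count of 0 became 238 by the exact test and 398 by DESeq2, and 0 to 700 with animals left out (700 without 1385). Between low-lesion and noninfected animals, the counts of 0 were 0 to 1 with animals left out at 21 dpi (1 without 192) and 0 to 0 at 28 dpi, where the exact test and DESeq2 called 1 each. The interactions of infection with the day stayed at 0 under the preset alternatives set for them, which do not include the exact test, and were 0 to 0 with animals left out. The interaction of lesion class with the day was 10 by DESeq2 and 0 to 1 with animals left out (1 without 97). The number of DEGs in all 3 lists, 0, was 1 by the exact test with and without a filter, and 11, 7, and 4 without a trend and 10, 10, and 4 with a moving average in the added exact tests.

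For the 65 log2 fold changes of transcripts of Tables 2 to 4, 241 of 287 values under preset alternatives other than leaving out animals kept their direction and their side of the threshold, and 46 passed it where the value reported here had not. With animals left out, 421 of 470 kept both, 34 passed the threshold, 14 no longer passed it, and 1 reversed, SAA1 at 21 dpi without 1381, with a log2 fold change of -0.35 (range with animals left out, -0.35 to 6.92). Of 350 values under added settings, 294 passed the threshold, 55 kept both, and 1 reversed, ENSSSCT00000029653.1 in the libraries ending in I, at -0.20. The 14 concern MMP7, SERTAD4, GABRP, TNFAIP6, ENSSSCT00000000258.2, and ITGA8 between high- and low-lesion animals of 21 dpi, without 1381, 192, or 173.

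The score of Table 2 transcripts kept its direction in each comparison under both pseudocounts, RLE size factors, and the median, with differences from 0.142 to 0.404 at 14 dpi, 0.588 to 1.54 at 28 dpi, and 1.05 to 2.39 between high- and low-lesion animals of 28 dpi, and 0.977 to 2.44 with animals left out. The restricted list of transcripts also called here was not run, since no transcript was called at 21 dpi, and the planned tests of gene lists were not run, since no gene symbol is paired with the transcripts. Depth limits what can be said of transcripts near the filter. For 14 of the 65 comparisons of named transcripts, 1 side had 0 counts and only a lower bound of the fold could be given.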

Differences from the paper's values

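No test of technical explanations is reported here. The counts below are from the quasi-likelihood test, with the paper's values marked as the paper's. The exact tests with older dispersion estimates named below are 6 settings chosen after seeing the values.

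Between infected and noninfected animals of 21 dpi, 0 DEGs were called and the paper's value is 22. None of the alternatives set before the data were examined came within 1.5 times of it, with 3 by DESeq2, 1 by the edgeR exact test, and 0 under the others. Of the 6 settings chosen after seeing the values, those with the main filter came within it, at 21 without a trend and 15 with a moving average, and each of these drops 11 of the 22 transcripts of Table 2, which fail the filter. On fewer animals, the edgeR exact test, also chosen after seeing the values, came within it without animal 192 (25) and in the libraries ending in In (17). Without that filter they called 39 to 52, with all 22 transcripts of Table 2 among them.

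At 28 dpi, 0 were called and the paper's value is 1. DESeq2 and the edgeR exact test, set before the data were examined, called 1, while the other alternatives set then called 0. Of the exact tests chosen after seeing the values, those with the main filter called 1 each and the others 2 to 5. Whether the paper's own called transcript is dropped by any of them is not known, because it could not be matched to a transcript.

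Between high- and low-lesion animals of 21 dpi, 0 were called and the paper's value is 494, of which the paper gives 417 as increased and 77 as decreased, against 0 and 0 here. Among the alternatives set before the data were examined, no filter (381), all 35 libraries (527), and the exact test (670) came within 1.5 times of the total, while DESeq2 (954) and the others, at 0, did not. The number increased was within it under no filter (331), all 35 libraries (449), the exact test (531), and DESeq2 (603), and not under the others, at 0. The number decreased was within it with all 35 libraries only (78), and not under no filter (50), the exact test (139), DESeq2 (351), or the others, at 0. The exact tests chosen after seeing the values called 645 to 698 in 5 settings, which is within 1.5 times, and 796 in 1, which is not, and drop 0 of the 20 transcripts of Table 3 on all transcripts or those with at least 5 counts and 9 with the main filter. Runs of the edgeR exact test with RLE size factors (625) and without a filter (583), also chosen after seeing the values, came within 1.5 times as well, and drop 12 and 4 of the 20. Of the increased counts of the 6 settings, 526 to 604 came within 1.5 times in these 5 settings, and 689 in the other did not. Of the decreased counts of the 6 settings, those of 90 to 109 without the main filter came within 1.5 times, and those of the main filter, 137 and 151, did not.

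Between high- and low-lesion animals of 28 dpi, 0 were called and the paper's value is 23. Table 4 of the paper lists CILP among these with a corrected P just above 0.05, so 22 of the 23 lie under the threshold used here. No alternative set before the data were examined came within 1.5 times, with 14 by the exact test, 86 by DESeq2, and 0 under the others. The exact test with a moving average and no filter, chosen after seeing the values, called 33, with 0 of the 23 transcripts of Table 4 dropped. The other 5 of the 6 settings called 13 to 51, outside 1.5 times, and drop 0 to 14 of them. With RLE size factors, the edgeR exact test, also chosen after seeing the values, called 20, within 1.5 times, and drops 16 of the 23.

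In all 3 lists, 0 transcripts were shared and the paper's value is 4. None of the alternatives set before the data were examined came within 1.5 times, with 1 by the exact test and 0 under the others. The exact tests with the main filter chosen after seeing the values gave 4, with 11 of the 22 transcripts of Table 2 dropped. These are not the paper's 4, which include XDH and MMP7, since both fail that filter. The Venn diagram shows about 11 in Fig. 2, read by eye, for both 21-dpi lists alone, about 1 in Fig. 2, read by eye, for infected against noninfected animals of 21 dpi and the lesion list of 28 dpi alone, and about 6 in Fig. 2, read by eye, for both lesion lists alone, against 0, 0, and 0 here. No alternative set before the data were examined came within 1.5 times of these. Of the exact tests chosen after seeing the values, the setting without a filter gave 15 without a trend and 16 with a moving average for the first, both moving-average settings without the main filter gave 1 for the second, and the moving average with the main filter gave 4 for the last. The settings without a filter or with at least 5 counts drop 0 of the 22 transcripts of Table 2 and 0 to 4 of the 23 of Table 4, and the moving average with the main filter drops 11 and 12.

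The median of the total counts was 9.65 M per library, and the paper's value is 20 M reads per sample. The first counts what fell on transcripts and the second reads, so the scales are not the same, and no alternative changes the counts. The reads are paired, and it is not stated whether reads or pairs are meant. If the paper's value counts single reads, it stands for 10 M pairs, close to the median here, so this is not a clear difference.

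The transcripts that the paper calls and that were not called here were called under these settings. Of the 22 of Table 2, the exact test called 1 and DESeq2 3. Of the 20 of Table 3, the exact test called 8, DESeq2 8, the fit of all 35 libraries 4, and the fit without a filter 13, and 15 passed the threshold without animal 97. Without animal 144, BDKRB1, GREM1, and ADGRA2 did. Of the 23 of Table 4, the exact test called 4, DESeq2 11, and the fit without animal 1385 22. After seeing the values, alternatives to the exact test were also run, and without a filter it called 1, 16, and 5 of the 3 tables and with RLE size factors 1, 8, and 7. The fold differences of the 65 entries of Tables 2 to 4 match those of the paper. For the 51 fitted ones the largest difference is 0.103 on the log2 scale, and the 14 lower bounds lie under the paper's folds.

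The paper states that CA1 was the only gene with decreased transcripts in high-lesion animals of 28 dpi. In the counts, ENSSSCT00000022705.1 was decreased as well, with 1 count in high- and 256 in low-lesion animals, and Table 4 of the paper lists it so.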

Other observations

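The tests of animal 1385 and those of the scores were written down before their results were seen, leaving out each animal was planned, and the other tests in this part were chosen only after the result was seen.

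In the comparison of high- with low-lesion animals of 28 dpi, the count of DEGs by the quasi-likelihood test rose from 0 to 1513 without animal 1385. All 21 increased transcripts of Table 4 were lowest in 1385 among the 3 high-lesion animals. This held for 21 of 21 after thinning to the smallest library of the 3, for 21 with RLE size factors, and for 21 with library totals that leave out the most abundant transcript, which argues against library size, the normalization, and a few transcripts with most of the counts. A smaller response in this animal, an error in its label or sampling, and variation that noninfected animals also show stay open, and none was tested. On the main axis of the noninfected animals, 1385 lay at -33.96, against 61.6 in 1386 and 40.53 in 189. Noninfected animals themselves ran from -45.13 (animal 76) to 49.86 (animal 90) on it. Of the 3 high-lesion animals, 1385 had the lowest H&E score (2) and gross lesion score (1) and the highest fecal CT (28.62). These values go with a smaller response. Its IHC score, 2.5, was the same as that of 1386, and 1 animal cannot decide the question.

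At 21 dpi, animal 1381 alone against the 3 low-lesion animals gave 2852 calls, and animal 97 alone gave 1. Many calls are therefore not what any lone animal against 3 gives. What sets the 2 animals apart was not tested beyond the library set, which differs between them. On the main axis of the noninfected animals, 1381 lay at 34.78 and 97 at -19.46. The 3 low-lesion animals of 21 dpi lay at -39.3 to -20.17, so variation that noninfected animals also show stays open for 1381 and 97. Their lesion scores differ as well, with an IHC score of 4 in 1381 and 3 in 97. The gross lesion score was 3 in 1381 and 1 in 97, and the H&E score was 3 in both.

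Calls were also counted in other splits of the same animals into groups of the same sizes. This was not done for high- against low-lesion animals of 21 dpi or for the interaction of lesion class with the day. Where the real count is 0, every split has at least as many calls by construction, so the number of splits says nothing about chance. For the quasi-likelihood test this holds for 100 of 100 splits for infected against noninfected animals on each of the 3 days and for both interactions of infection with the day, 84 of 84 for low-lesion against noninfected animals at 21 and at 28 dpi and for high-lesion against noninfected animals at 28 dpi, and 10 of 10 for high- against low-lesion animals at 28 dpi. For the edgeR exact test it holds for 100 of 100 splits of infected and noninfected animals at 14 dpi and 84 of 84 of low-lesion and noninfected animals at 21 dpi. Where the exact test called transcripts, as many calls were made by 50 of 100 splits at 21 dpi and 31 of 100 at 28 dpi for infected against noninfected animals, and at 28 dpi by 61 of 84 for low-lesion and 10 of 84 for high-lesion against noninfected animals. Chance is not excluded for these 4 counts. For high- against low-lesion animals of 28 dpi, 3 of 10 splits gave as many calls as the 14 of the exact test, and the 10 splits cannot give a share under 0.1. At 21 dpi, the split of low-lesion and noninfected animals that puts the libraries ending in I (145, 147, and 192) on 1 side gave 1270 calls by the quasi-likelihood test and 1723 by the exact test, the most of the 84. With the title ending as a term, the comparison of low-lesion with noninfected animals gave 0 calls.

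The score of the 21 increased transcripts of Table 2 was 1.58 ± 0.606 (SD, n = 6) in infected and 1.31 ± 0.512 (SD, n = 6) in noninfected animals of 14 dpi, a difference of 0.261 (exact two-sided permutation test, P = 0.433), with 4 of 6 infected animals above the noninfected mean. A rise of these transcripts at 14 dpi was not detectable with these animals. At 28 dpi the score was 2.09 ± 1.32 (SD, n = 6) and 1.09 ± 0.206 (SD, n = 6), a difference of 0.999 (exact two-sided permutation test, P = 0.039, and 0.117 after Benjamini-Hochberg adjustment over 3 comparisons), with 5 of 6 infected animals above the noninfected mean. Between high- and low-lesion animals of 28 dpi the difference was 1.69 (exact two-sided permutation test, P = 0.2, where 3 animals against 3 allow no less than 0.1). In the 6 infected animals of 14 dpi, the score and the fecal CT had a Pearson r of 0.305 (exact permutation of pairings, P = 0.56) and a Spearman rho of 0.429 (P = 0.419 by the same exact test), each P being 0.56 after adjustment over both. Without animals 77 and 139, the farthest from the median CT, they were 0.348 and 0.2. With 6 animals, a relation of this size cannot be told apart from none.

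The transcript ENSSSCT00000022705.1 of Table 4 was at 9.74 to 13.4 CPM in 5 animals (87, 144, 194, 197, and 86) and at most 0.339 CPM in the other 30, with no value between. It was present in 0 of 5 high-lesion, 3 of 6 low-lesion, 1 of 6 infected animals of 14 dpi, and 1 of 18 noninfected animals. Lesion class (Fisher's exact test, P = 0.182) and infection (Fisher's exact test, P = 0.177) cannot be told apart from chance with so few animals. A variant that some animals carry would also give levels of this kind, and was not tested, since no sequence is used here.

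In the 18 noninfected animals, the main axis of the 500 most variable transcripts held 57.9% of their variance. Noninfected animals of 14 dpi lay 35.8 units higher on it than those of 21 and 28 dpi (exact two-sided permutation test, P = 0.0212).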
